# Effects of the presence of ColE1 plasmid DNA in *Escherichia coli *on the host cell metabolism

**DOI:** 10.1186/1475-2859-5-34

**Published:** 2006-11-17

**Authors:** Zhijun Wang, Li Xiang, Junjie Shao, Alicja Węgrzyn, Grzegorz Węgrzyn

## Abstract

**Background:**

Although understanding of physiological interactions between plasmid DNA and its host is important for vector design and host optimization in many biotechnological applications, to our knowledge, global studies on plasmid-host interactions have not been performed to date even for well-characterized plasmids.

**Results:**

*Escherichia coli *cells, either devoid of plasmid DNA or bearing plasmid pOri1 (with a single ColE1 replication origin) or plasmid pOri2 (with double ColE1 replication origins), were cultured in a chemostat. We used a combination of metabolic flux analysis, DNA microarray and enzyme activity analysis methods to explore differences in the metabolism between these strains. We found that the presence of plasmids significantly influenced various metabolic pathways in the host cells, e.g. glycolysis, the tricarboxylic acid (TCA) cycle and the pentose phosphate (PP) pathway. Expression of *rpiA*, a gene coding for ribose-5-phosphate isomerase A, was considerably decreased in *E. coli *carrying a high copy number plasmid relative to *E. coli *carrying a low copy number plasmid and plasmid-free *E. coli*. The *rpiA *gene was cloned into an expression vector to construct plasmid pETrpiA. Following induction of pETrpiA-bearing *E. coli*, which harbored either pOri1 or pOri2, with isopropyl-β-D-thiogalactopyranoside (IPTG), the copy number of pOri1 and pOri2 was sigificantly higher than that measured in a host devoid of pETrpiA.

**Conclusion:**

The presence of plasmids can significantly influence some metabolic pathways in the host cell. We believe that the results of detailed metabolic analysis may be useful in optimizing host strains, vectors and cultivation conditions for various biotechnological purposes.

## Background

Plasmids are among the most widely used model replicons and tools in molecular biology and biotechnology. However, only a few reports were published to-date about the effects of plasmid DNA on the metabolism of *Escherichia coli *[1-3]. On the other hand, an optimization of plasmid vectors and host strains has received an important interest in biotechnology, especially due to findng novel applications of plasmids, like gene therapy and development of DNA vaccines [1,4,5]. Undoubtedly, understanding physiological interactions between plasmid DNA and its host is important for vector design and host optimization [1,3,6,7].

The presence of plasmid DNA can have various impacts on the host physiology, including perturbation in DNA replication, transcription and translation [8]. Effects of plasmids on the *E. coli *metabolism were investigated, and it was found that the presence of plasmid DNA caused an increase in glucose uptake rate, and revealed faster drop of the extracellular and intracellular pH and higher accumulation of lactic, acetic, formic, and succinic acids [9]. A hypothesis was presented that plasmids influence host metabolism through changes in the cAMP-binding protein (cAMP)-CRP complex, which in turn causes the substantial alteration in the regulatory status of the glucose uptake rate [8]. Effects of plasmid DNA on the growth rate of host cells were also reported. For example it was found that the growth rate of *E. coli *strain DH1 containing plasmid pGSK001 decreased from 0.63 h^-1 ^to 0.55 h^-1 ^[6], and similar conclusions on the effects of plasmids on bacterial growth were reported by other authors [8].

Birnbaum and Bailey demonstrated that the presence of plasmids in *E. coli *HB101 induced an increase in levels of enzymes involved in the tricarboxylic acids cycle, ribosome assembly, protein biosynthesis and the heat shock response. Moreover, they observed that PEP carboxylase and succinate dehydrogenase were among the proteins whose levels were higher in the presence of plasmids [10]. Rozkov et al. [6] has proposed that plasmids can influence cell metabolism through increasing ATP synthesis, necessary for expression of an antibiotic-resistance gene.

In spite of some work pefromed previously (see above), to our knowledge, global studies on plasmid-host interactions have not been performed to-date even for well-characterized plasmids. It encouraged us to analyse the impact of plasmid DNA on the metabolism of *E. coli *host using methods of the ^13^C flux technology, DNA microarray and enzyme activity analysis.

Metabolic flux analysis is important in characterizing cellular phenotypes [11]. The proteinogenic amino acids serve as valuable probes to study glycolysis, metabolism of pyruvate, the pentose phosphate (PP) pathway and the tricarboxylic acid (TCA) cycle. Mixtures of [U-^13^C]glucose and unlabelled glucose are useful to resolve fluxes downstream of PEP. An exclusive use of [1-^13^C]glucose is valuable for resolving the upper part of the metabolism, close to the PP pathway. Direct analytical interpretation of ^13^C-labelling patterns has been used sucessfully in biochemical research. More recently, analytical interpretation of the ^13^C-labelling pattern in proteinogenic amino acids was developed, and several flux partition ratios can be quantified in a single experiment [12,13]. Net fluxes through metabolic networks can be obtained from ^13^C-labelling information, when combined with material balance within a stoichiometric model [12,14,15]. DNA microarrays have been intensively used to explore the response of wild-type *E. coli *gene expression to a variety of environmental conditions, for example, acetate [16], oxygen availability [17], biofilm formation [18], and protein overproduction [19-21]. Furthermore, enzyme activity analysis has been considered an important method to analyse the metabolism of microorganism [22,23].

Because ColE1-like plasmids belong to the best characterized replicons and the most intensively used plasmids in biotechnology, such replicons were selected as models to investigate plasmid effects on the *E. coli *metabolism.

## Results

### Bacterial growth

Two ColE1-derived plasmids were constructed, which bear either a single ColE1 origin region (pOri1) or two such regions (pOri2). This pair of plasmids was used, instead of other well-characterized low- and high-copy number plasmids, to avoid any unpredictable effects of metabolic differences caused by various types of replicons (the only considerable difference between pOri1 and pOri2 is the number of replication *origin*s; see Fig. 1). To analyse the metabolic differences between *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2, batch cultures were performed in 5 l fermentor BIOSTAT^® ^B-DCU with the working volume of 2 l. The growth rates of BL21, BL21/pOri1 and BL21/pOri2 were compared during bath cultivation at 16 h in the early stationary phase. The growth rates of these strains were 0.46 h^-1^, 0.39 h^-1 ^and 0.29 h^-1^, respectively. The growth rate of BL21 carrying a high copy number plasmid pOri2 was significantly lower than that of BL21 carrying a low copy number plasmid pOri1. These results are compatible with previous observations.

Although low copy number plasmids have a minor contribution to total cellular biomass, DNA amount of high copy number plasmids in a host cell may be considerable in comparison to chromosomal DNA. Thus, one migh speculate that plasmids may cause significant effects on the growth characteristics of *E. coli*. To analyse effects of plasmid DNA on the metabolism of *E. coli*, the chemostat cultures were performed to obtain steady state cultivation under of the growth rates of 0.46 h^-1 ^for BL21, 0.39 h^-1 ^for BL21/pOri1 and 0.29 h^-1 ^for BL21/pOri2, with feeding a complete culture medium. The growth rates were identical to those measured when these three strains were cultured for 16 h in the batch cultivation. The growth characteristics of *E. coli *are shown in Table 1. Plasmid pOri1 copy number in BL21 was estimated to about 50, however the plasmid pOri2 copy number in this strain was about 400. As pOri1 and pOri2 are a pair of otherwise identical plasmids bearing one or two *origin *regions, respectively, we suggest that the significantly increased plasmid DNA copy number in BL21/pOri2 was probably caused by the presence of two *origin*s of replication in this plasmid.

**Figure 1:**
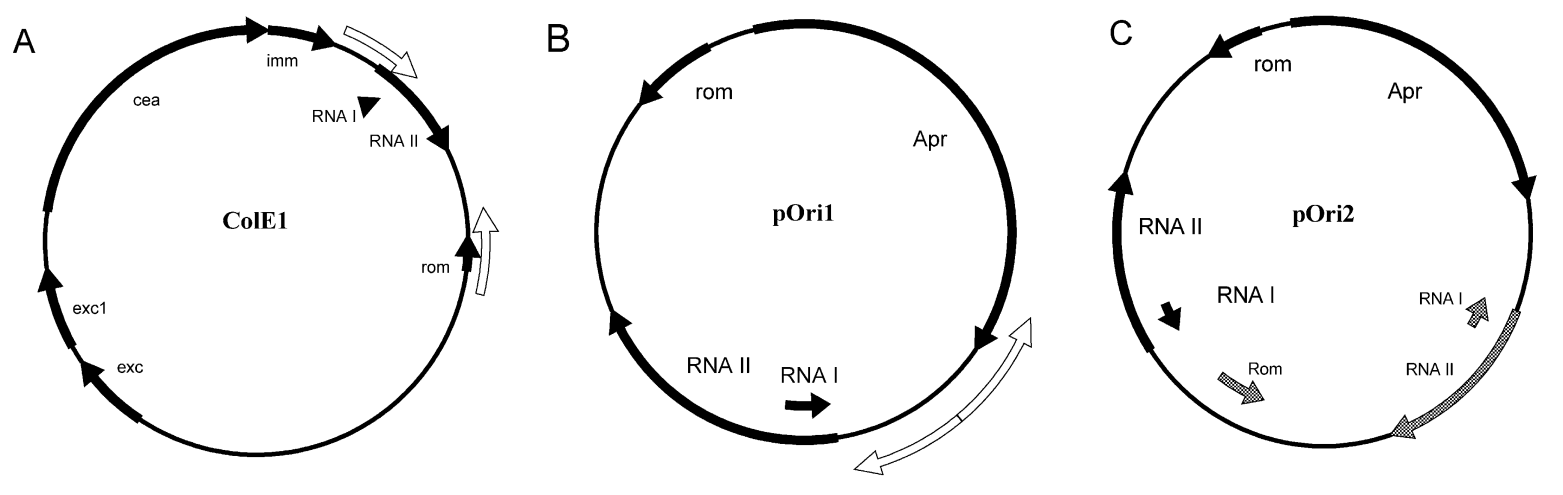
Construction of two ColE1-derived plasmids, pOri1 (2,811 bp) and pOri2 (4,575 bp). The construction was performed as follows: (A): ColE1 replication origin was amplified from ColE1 plasmid DNA with the indicated primers (white arrow in Fig. 1A). The PCR amplified origin fragment was used for construction of pOri1; (B): The PCR product from step A was linked with an ampicillin-resistance gene to construct a new plasmid pOri1. The whole pOri1 plasmid DNA was amplified with the indicated primer (white arrow in Fig. 1B). The PCR amplified whole pOri1 was used for the construction of pOri2; (C): The PCR amplified whole pOri1 product was linked with ColE1 replication origin fragment from step A again to construct a new plasmid pOri2.

**Table 1:** Growth parameters of *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2 cultured in the chemostat system at different growth rates.

Parameter^a^	Value		
	
	BL21	BL21/pOri1	BL21/pOri2
Q_Gluc_	10.96	35.00	36.01
μ	0.46	0.39	0.29
q_Gluc_	5.04	13.65	10.46
Y_biomass_	0.97	1.95	1.66
y_biomass_	0.45	0.76	0.48
r_Gluc_	5.2	7.0	6.3
r_Ace_	0	4.1	4.4
r_O2_	11.0	16.9	16.5
r_CO2_	12.2	17.9	17.3
Plas. copies	0	50	410

^a ^The following growth rates were determined when bacteria were cultured for 16 h in the batch cultivation: BL21, 0.46 h^-1^; BL21/pOri1, 0.39 h^-1^; BL21/pOri2, 0.29 h^-1^. Abbreviations: Q_Gluc _(mmol), Glucose consumption amount; μ (h^-1^), growth rate; q_Gluc _(mmol h^-1^), Glucose consumption rate; Y_biomass _(g), Biomass yield; y_biomass _(g h^-1^), Biomass yield rate; r_Gluc _(mmol g^-1 ^h^-1^), Glucose consumption rate per biomass; r_Ace _(mmol g^-1 ^h^-1^), Acetate yield per biomass; r_O2 _(mmol g^-1 ^h^-1^), Oxygen uptake rates per biomass; r_CO2 _(mmol g^-1 ^h^-1^), CO_2 _secretion per biomass; Plas. copies, Plasmid copy number

The expenditure of glucose in BL21, BL21/pOri1 and BL21/pOri2 was 5.2, 7.0 and 6.3 mmol g^-1 ^h^-1^, respectively (Table 1). Surprisingly, the expenditure of glucose in BL21/pOri2 was lower than that in BL21/pOri1. Thus, the presence of plasmid DNA pOri1 can significantly improve the glucose expenditure relative to plasmid-free *E. coli *BL21, however the BL21 carrying a high copy number plasmid pOri2 does not increase the expenditure of glucose in comparison to BL21 carrying a low copy number plasmid pOri1. This might be due to the lower early stationary phase growth rate of BL21/pOri2 than BL21/pOri1.

Acetate secretion was low in BL21, however significantly higher acetate secretion was found in BL21/pOri1 (4.1 mmol g^-1 ^h^-1^) and BL21/pOri2 (4.4 mmol g^-1 ^h^-1^) (Table 1). Oxygen uptake rates were increased in plasmid-containing strains over those of the plasmid-free strain (Table 1). Our results indicated that *E. coli *BL21 carrying a high copy number plasmid pOri2 did not increase the oxygen uptake relative to *E. coli *BL21 carrying a low copy number plasmid pOri1. Similar correlations were obtained when CO_2 _secretion was measured (Table 1). In summary, the high copy number plasmid pOri2 in *E. coli *BL21 induced lower growth rates, and higher acetate secretion than the low copy number plasmid pOri1. The presence of plasmid pOri1 or pOri2 can significantly decrease the growth rate, and increase the O_2 _and glucose uptake rates relative to plasmid-free *E. coli *BL21.

Although we have controlled the growth rate of *E. coli*, it has been found that growth rates can affect the growth characteristic of *E. coli *[24]. To analyse the effects of ColE1-like plasmids on the growth characteristics of *E. coli*, strains BL21, BL21/pOri1 and BL21/pOri2 were cultured at the same growth rate (0.2 h^-1^) in the chemostat system. The growth characteristics are shown in Table 2. The expenditure of glucose in BL21, BL21/pOri1 and BL21/pOri2 was 2.6, 4.8 and 5.7 mmol (g biomass)^-1 ^h^-1^, respectively. The Biomass yield rate of BL21, BL21/pOri1 and BL21/pOri2 was 0.161 g h^-1^, 0.261 g h^-1 ^and 0.207 g h^-1^, respectively. However, the plasmid DNA copy number in BL21, BL21/pOri1 and BL21/pOri2 (Table 2) did not change significantly relatively to experiments shown in Table 1.

**Table 2:** Growth parameters of *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2 cultured in the chemostat system at the same growth rate.

Parameter^a^	Value		
	
	BL21	BL21/pOri1	BL21/pOri2
Q_Gluc_	10.4	24.8	29.45
μ	0.20	0.20	0.20
q_Gluc_	2.08	4.96	5.89
Y_biomass_	0.805	1.305	1.035
y_biomass_	0.161	0.261	0.207
r_Gluc_	2.6	4.8	5.7
r_Ace_	0.5	2.4	5.5
r_O2_	7.3	13.1	13.8
r_CO2_	7.7	13.8	14.4
Plas. copies	0	80	420

^a ^The growth rate of each culture was 0.2 h^-1^. The abbreviations are as described in Table 1.

### Enzyme activity analysis

Some key enzymes of central metabolism were assayed during the early stationary phase and at the same growth rate. Activities of 26 enzymes involved in the central metabolic pathways of *E. coli *BL21, BL21/pOri1, BL21/pOri2 during the early stationary phase and at the same growth rate are shown in Table 3 and Table 4.

Activities of the glycolysis pathway enzymes, such as: HEK, GPI, PFK, FBP, FBA, GPD, TPI, PPC and PK, were increased in BL21/pOri1 and BL21/pOri2 relative to BL21 at the early stationary phase and at the same growth rate (Tables 3 and 4). There were no significant differences in activities of glycolysis enzymes' activities between BL21/pOri1 and BL21/pOri2 at the early stationary phase, although there were some increases of HEK, PFK, FBP, FBA, GPD and PCC activities at the same growth rate (Table 4). In summary, our results show that *E. coli *BL21 containing a high copy number plasmid pOri2 does not reveal significantly increased glycolysis enzymes' activities in comparison to the *E. coli *BL21 containing a low copy number plasmid pOri1 (Tables 3 and 4).

**Table 3:** Specific enzyme activities in *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2 cultured in the chemostat system at different growth rates.

Enzyme^a^	Activity (μmol min^-1 ^mg^-1^)^b,c^		
	
	BL21	BL21/pOri1	BL21/pOri2
HEK	0.030	0.100	0.110
GPI	2.290	4.660	4.630
PFK	0.240	0.640	0.600
FBP	0.014	0.043	0.049
FBA	1.210	2.960	2.810
GPD	0.026	0.051	0.052
TPI	1.700	4.400	4.410
PPC	0.220	0.430	0.440
PK	0.044	0.098	0.102
GPDH	0.350	0.120	0.070
PGL	0.280	0.210	0.120
PGD	0.150	0.090	0.080
RPE	0.320	0.150	0.100
RPI	0.540	0.230	0.030
TK	0.080	0.010	0.005
TA	0.120	0.070	0.020
CS	0.021	0.086	0.082
ICD	0.150	0.840	0.830
ICL	0.013	0.046	0.045
AH	0.090	0.190	0.210
OGD	0.022	0.088	0.810
SD	0.020	0.090	0.110
FH	0.021	0.097	0.110
MD	0.046	0.094	0.101
MAC	0.002	0.004	0.003
PCK	0.002	0.003	0.003

^a ^Abbreviations: HEK, Hexokinase; GPI, Glucose-6-phosphate isomerase; PFK, 6-phosphofructosekinase; FBP, Fructose-1,6-bisphosphatase; FBA, Fructose-bisphosphate aldolase; GPD, Glyceraldehyde-3-phosphate dehydrogenase; TPI, Triose phosphate isomerase; PPC, Phosphoenolpyruvate carboxylase; PK, Pyruvate kinase; GPDH, Glucose-6-phosphate dehydrogenase; PGL, 6-Phosphogluconolactonase; PGD, Phosphogluconate dehydrogenase; RPE, Ribulose-phosphate 3-epimerase; RPI, Ribose-5-phosphate isomerase; TK, Transketolase; TA, Transaldolase; CS, Citrate synthase; ICD, NADP^+^-specific isocitrate dehydrogenase; ICL, Isocitrate lyase; AH, Aconitate hydratase; OGD, Oxoglutarate dehydrogenase; SD, Succinic semialdehyde dehydrogenase; FH, Fumarate hydratase; MD, Malate dehydrogenase; MAC, Malic enzyme; PCK, Phosphoenolpyruvate carboxykinase.

^b ^The following growth rates were determined when bacteria were cultured in the batch cultivation: BL21, 0.46 h^-1^; BL21/pOri1, 0.39 h^-1^; BL21/pOri2, 0.29 h^-1^.

^c ^The experiments were performed in triplicate and the results are shown as the average of three measurements with the standard deviation less than 5%.

**Table 4:** Specific enzyme activities in BL21, BL21/pOri1 and BL21/pOri2 strains grown in the chemostat system at the same growth rate.

Enzyme^a^	Activity (μmol min^-1 ^mg^-1^)^b^		
	BL21	BL21/pOri1	BL21/pOri2
HEK	0.012	0.051	0.074
GPI	0.947	2.228	2.085
PFK	0.104	0.241	0.311
FBP	0.004	0.020	0.034
FBA	0.402	1.439	1.937
GPD	0.011	0.023	0.034
TPI	0.719	1.991	2.072
PPC	0.093	0.129	0.253
PK	0.017	0.047	0.043
GPDH	0.108	0.061	0.036
PGL	0.103	0.090	0.058
PGD	0.038	0.040	0.043
RPE	0.107	0.073	0.059
RPI	0.180	0.096	0.013
TK	0.033	0.003	0.003
TA	0.037	0.035	0.014
CS	0.007	0.040	0.055
ICD	0.064	0.361	0.404
ICL	0.005	0.022	0.021
AH	0.030	0.085	0.097
OGD	0.006	0.031	0.369
SD	0.006	0.044	0.067
FH	0.008	0.035	0.069
MD	0.018	0.043	0.065
MAC	0.001	0.001	0.002
PCK	0.001	0.001	0.002

^a ^Abbreviations are as described in the footnote to Table 3.

^b ^The growth rate of each culture was 0.2 h^-1^. The experiments were performed in triplicate and the results are shown as the average of three measurements with the standard deviation less than 5%.

PP pathway enzymes, such as: GPDH, PGL, PGD, RPE, RPI, TK and TA were down-regulated in the BL21/pOri1 or BL21/pOri2 relative to BL21 at the early stationary phase and the same growth rate (Tables 3 and 4), and the PP pathway enzyme activities of BL21/pOri2 were lower than those of BL21/pOri1 (Tables 3 and 4). RPI was the most significantly down-regulated enzyme in the PP pathway in BL21/pOri2 at the early stationary phase and the same growth rate (Tables 3 and 4). Our results showed that *E. coli *BL21 carrying a high copy number plasmid pOri2 revealed lower PP pathway enzyme activities than *E. coli *BL21 carrying a low copy number plasmid pOri1 at the early stationary phase and the same growth rate (Tables 3 and 4).

Tricarboxylic acid (TCA) cycle enzymes, such as: CS, ICD, ICL, AH, OGD, SD, FH and MD revealed significantly increased activities in BL21/pOri1 and BL21/pOri2 relative to BL21 at the early stationary phase (Table 3) and at the same growth rate (Table 4). There were no significant differences in the TCA enzyme activities between BL21/pOri1 and BL21/pOri2 during the early stationary phase (Table 3). These results are in correlation with the higher glucose use and oxygen uptake rate of the BL21/pOri1 and BL21/pOri2 than BL21 (Table 1). Moreover, there were no significant differences in the MAC and PCK enzyme activities among BL21, BL21/pOri1 and BL21/pOri2 (Table 3 and 4).

### Metabolic flux analysis

The metabolic fluxes of BL21/pOri1 and BL21/pOri2 at early stationary phase and the same growth rate were directly compared with those of BL21. We found that protein and lipid contents of BL21/pOri2 (μ = 0.29 h^-1^) and BL21/pOri1 (μ = 0.39 h^-1^) were lower than those of BL21 (μ = 0.46 h^-1^), however the RNA contents of BL21/pOri2 and BL21/pOri1 were higher than those of BL21 at the early stationary phase (Table 5). The cellular ingredients of protein, lipid, RNA, and LPS in BL21, BL21/pOri1 and BL21/pOri2 were determined as constant at the same growth rate (μ = 0.2 h^-1^) except plasmid DNA components. Table 6 shows the ingredients of protein, DNA and RNA in BL21, BL21/pOri1 and BL21/pOri2 at different growth rates. Ingredients of amino acids, nucleotides in BL21, BL21/pOri1 and BL21/pOri2 were different during the early stationary phase, however, the ingredients of amino acids and nucleotides were constant at the same growth rate (Table 6).

**Table 5:** Cellular components of *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2 cultured in the chemostat system at different growth rates.

Component	Biomass g (g biomass)^-1^			
	Various growth rates^a^			0.2 h^-1^
		
	BL21	BL21/pOri1	BL21/pOri2	All strains

Protein	0.620	0.615	0.611	0.610
Lipid	0.119	0.109	0.102	0.102
RNA	0.185	0.200	0.205	0.211
Chromosomal DNA	0.031	0.031	0.031	0.031
Plasmid	0	0.0002	0.0019	^b^
LPS	0.015	0.015	0.015	0.015
Peptidoglycan	0.015	0.015	0.015	0.015
Glycogen	0.015	0.015	0.015	0.015

^a ^The following growth rates were determined when bacteria were cultured in the batch cultivation: BL21, 0.46 h^-1^; BL21/pOri1, 0.39 h^-1^; BL21/pOri2, 0.29 h^-1^.

^b ^Plasmid DNA concentrations in BL21, BL21/pOri1, and BL21/pOri2 were 0, 0.0004, and 0.0020 g (g biomass)^-1^, respectively.

**Table 6:** Levels of amino acids and nucleotides in *E. coli *strains BL21, BL21/pOri1 and BL21/pOri2 cultured in the chemostat system at different growth rates.

	Biomass (mmol g^-1^)			
Component	Various growth rates^a^			0.2 h^-1^
		
	BL21	BL21/pOri1	BL21/pOri2	All strains
	
Ala	0.940	0.976	0.995	0.996
Arg	0.465	0.511	0.529	0.531
Asp	0.620	0.465	0.438	0.43
Asn	0.465	0.474	0.474	0.474
Cys	0.146	0.146	0.146	0.146
Glu	0.520	0.529	0.538	0.539
Gln	0.566	0.438	0.374	0.373
Gly	0.849	0.411	0.319	0.318
His	0.146	0.164	0.173	0.175
Ile	0.438	0.447	0.474	0.476
Leu	0.547	0.575	0.630	0.63
Lys	0.538	0.566	0.566	0.567
Met	0.237	0.328	0.356	0.357
Phe	0.310	0.401	0.411	0.412
Pro	0.347	0.438	0.438	0.438
Ser	0.438	0.529	0.529	0.539
Thr	0.493	0.575	0.575	0.576
Trp	0.109	0.128	0.164	0.165
Tyr	0.255	0.347	0.319	0.32
Val	0.693	0.675	0.675	0.661
dATP	0.782	0.782	0.782	0.782
dTTP	0.782	0.782	0.782	0.782
dCTP	0.807	0.807	0.807	0.807
dGTP	0.807	0.807	0.807	0.807
ATP	0.807	0.807	0.807	0.807
UTP	0.665	0.665	0.665	0.665
CTP	0.616	0.616	0.616	0.616
GTP	0.992	0.992	0.992	0.992

^a ^The following growth rates were determined when bacteria were cultured in the batch cultivation: BL21, 0.46 h^-1^; BL21/pOri1, 0.39 h^-1^; BL21/pOri2, 0.29 h^-1^.

To determine the metabolic fluxes of *E. coli *carrying different copy number plasmids, we performed the ^13^C glucose labelled experiments, in which the metabolic ratios of several metabolic nods were determined. The metabolic flux ratios of intracellular metabolites of BL21, BL21/pOri1 and BL21/pOri2 were analysed with the FiatFlux 1.0 software [25]. The metabolic flux ratio results at different growth rate are shown in Fig. 2A and 2B.

**Figure 2:**
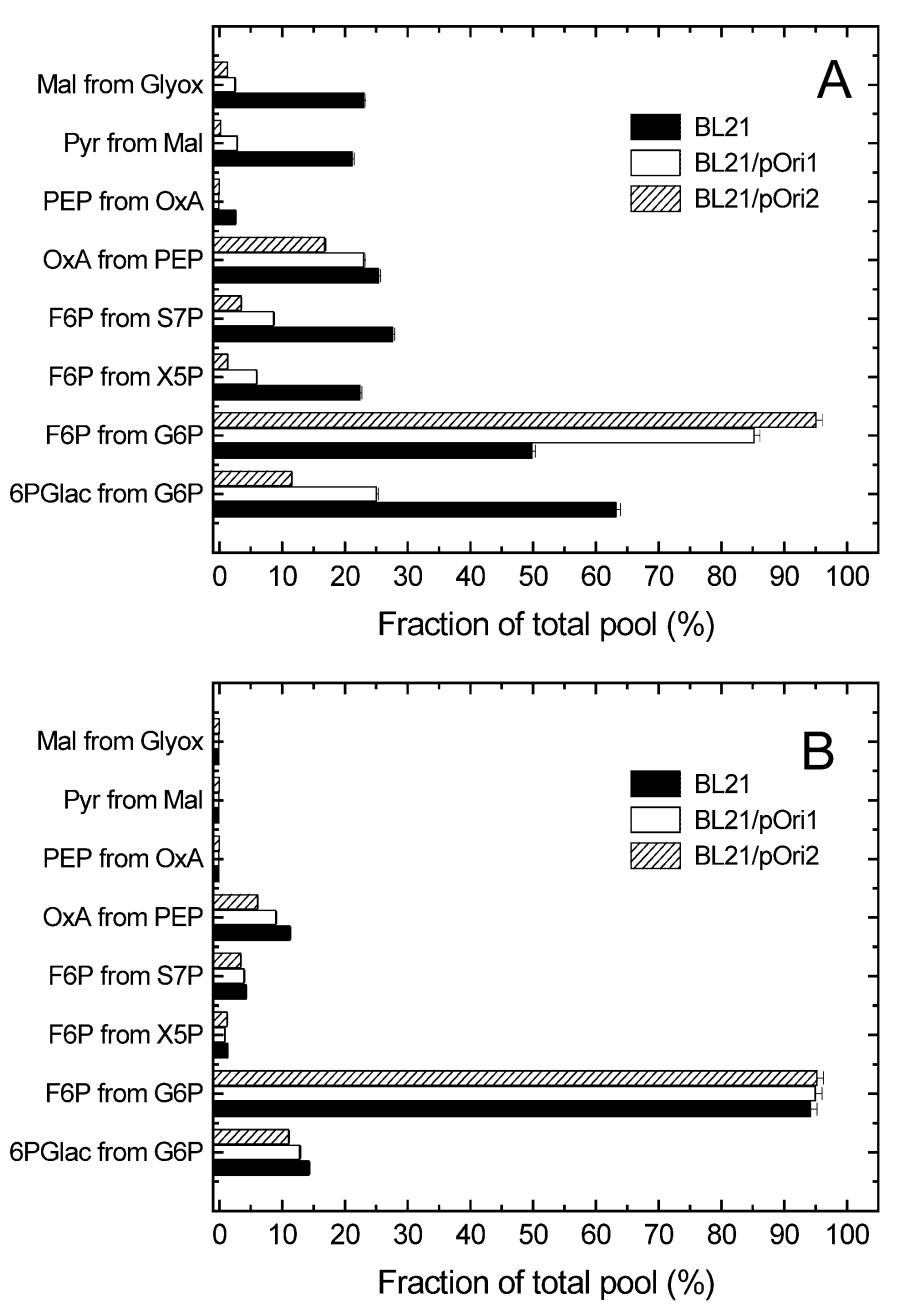
Analysis of metabolic intermediates during cultivation of *E. coli *BL21 (0.46 h^-1^), BL21/pOri1 (0.39 h^-1^) and BL21/pOri2 (0.29 h^-1^) at the early stationary phase in a chemostat-fermentor system (A), and cultivation of *E. coli *BL21 (0.2 h^-1^), BL21/pOri1 (0.2 h^-1^) and BL21/pOri2 (0.2 h^-1^) at the same growth rate (B).

The final distributions of metabolic fluxes in strains BL21, BL21/pOri1 and BL21/pOri2 were determined with FluxAnalyzer 5.1 software [26]. The metabolic fluxes of BL21, BL21/pOri1, BL21/pOri2 at the early stationary phase are shown in Fig. 3A, and those at the same growth rate are shown in Fig. 3B.

Glycolysis starts from glucose, and leads to pyruvate as its final product [27]. From the metabolic flux analysis, the levels of glycolytic intermediates, such as G6P, F6P, F1,6P, G3P, PGP, 3PG, 2PG, PEP and Pyr were significantly increased in the BL21/pOri1 and BL21/pOri2 relative to BL21 during the early stationary phase (Fig. 3A).

A quantitative description of the relative fluxes is important in the analysis of the PP pathway and glycolysis pathway. During the early stationary phase, the fluxes of 6PGlac in BL21, BL21/pOri1 and BL21/pOri2 were determined as 3.275, 1.769 and 0.729 mmol g^-1 ^h^-1^, respectively (Fig. 3A). The 6PGlac flux of BL21/pOri1 decreased to 54.01 % of that estimated in BL21, and the 6PGlac flux of BL21/pOri2 decreased to 41.20 % of that estimated in BL21/pOri1. During the early stationary phase, leveles of PP pathway intermediates, such as 6PGlac, 6PG, Ru5P, X5P, R5P, E4P, S7P were significantly decreased in BL21/pOri1 and BL21/pOri2 relative to BL21 (Fig. 3A). As for the BL21/pOri2 strain, the PP pathway represented 11.54% of the glycolysis pathway flux (6PGlac from G6P), versus 25.09% for BL21/pOri1 metabolism, while the PP flux for BL21 was determined to be 63.27% of the glycolysis flux (Fig 2A). The flux ratio of F6P from G6P was increased in BL21/pOri1 and BL21/pOri2 relative to BL21, however, the flux ratio of F6P from X5P or X7P was decreased in plasmid-carrying *E. coli *relative to plasmid-free *E. coli *(Fig 2A). The flux ratios of OxA from PEP, PEP from OxA, Pyr from Mal, and Mal from Glyox were decreased in BL21/pOri2 or BL21/pOri1 relative to in BL21 (Fig 2A).

During the early stationary phase, the flux ratio of Mal from Glyox derived from the glyoxylate cycle was significantly decreased in BL21/pOri1 or BL21/pOri2 relative to BL21 (Fig. 3A), and the flux ratio of ICit toward α-KG was increased in BL21/pOri1 and BL21/pOri2 in comparison to ICit toward α-KG in BL21 (Fig. 3A). The α-KG contributed an important flux for the synthesis of amino acid and nucleotides.

**Figure 3:**
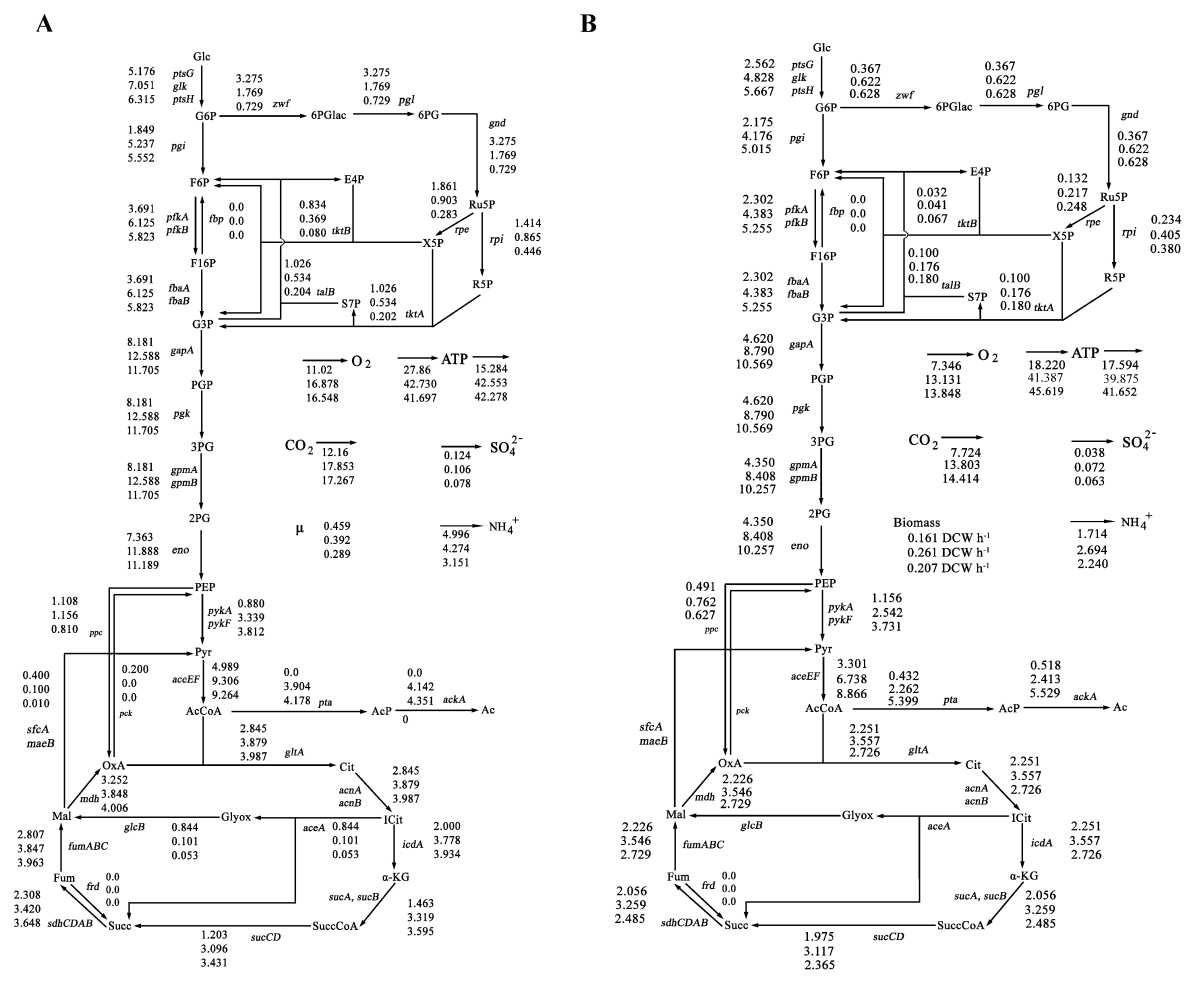
Metabolic flux results of *E. coli *BL21, BL21/pOri1 and BL21/pOri2 in chemostat system with the early stationary phase BL21 (0.46 h^-1^), BL21/pOri1 (0.39 h^-1^) and BL21/pOri2 (0.29 h^-1^) (A), and with the growth rate of 0.2 h^-1 ^(B). The flux results (BL21: Up; BL21/pOri1: Middle; BL21/pOri2: Down) are shown in panels A and B. Abbreviations: Glc: glucose; G6P, glucose-6-phosphate; F6P, fructose-6-phosphate; F16P, Fructose-1,6-bisphosphat; G3P, Glyceraldehyde-3-phosphate; PGP, 1–3-diphosphoglycerate; 3PG, 3-Phosphoglycerate; 2PG, 2-Phosphoglycerate PEP, phosphoenolpyruvate; Pyr, pyruvate; 6PGlac, 6-Phospho-Gluconolactone; 6PG, 6-Phospho-Gluconate; Ru5P, ribulose-5-phosphate; X5P, xylulose-5-phosphate; R5P, ribose-5-phosphate; S7P, sedoheptulose-7-phosphate; E4P, Erythrose 4-phosphate; AcCoA, Acetyl coenzyme A; AcP, Acetyl-P; Ac, acetate; Cit, Citrate; ICit, Iso-Citrate; α-KG, α-ketoglutarate; SuccCoA, Succinyl-Coenzym-A; Succ, succinate; Fum, fumarate; Mal, malate; OxA oxaloacetate.

The BL21/pOri1 revealed an increase in Cit in TCA cycle flux by 36.9% (from 2.845 mmol g^-1 ^h^-1 ^in BL21 to 3.879 mmol g^-1 ^h^-1 ^in BL21/pOri1) (Fig. 3A). However the presence of BL21/pOri2 had a minor effect on this paramenter relative to BL21/pOri1 (Fig. 3A). Thus, *E. coli *BL21 carrying a high copy number plasmid pOri2 did not significantly influence the TCA cycle relative to the host bearing the low copy number plasmid pOri1 (Fig. 3A).

It was demonstrated previously that malic enzyme plays a central role in increasing levels of lipids [28]. Malic enzyme catalyses converting Mal to Pyr, and it is NADP^+ ^dependent [29]. The presence of flux from Mal to Pyr can be determined by comparison of labeling of the C-1 and C-2 carbon atoms of Pyr with those of PEP [30]. In our experiments, during the early stationary phase, the metabolic flux from Mal to Pyr decreased significantly from 0.4 mmol g^-1 ^h^-1 ^in BL21, to 0.01 mmol g^-1 ^h^-1 ^in BL21/pOri2. However, similar malic enzyme activities were found in BL21/pOri2, BL21/pOri1 and BL21 (Table 3). This can be explained by a significant decrease in the glyoxyate cycle fluxes. The flux from ICit to Glyox decreased from 0.844 mmol g^-1 ^h^-1 ^in BL21 to 0.053 mmol g^-1 ^h^-1 ^in BL21/pOri2 (Fig. 3A). It has been found that malic enzyme activity was high under conditions favourable for lipid accumulation [29]. Our results show that BL21 carrying high copy number plasmid pOri2 did not reveal an increase in lipid accumulation relative to BL21 carrying a low copy number plasmid pOri1 (Table 5).

From the metabolic flux analysis, during the early stationary phase, the ATP production and expenditure in BL21 were 27.86 mmol g^-1 ^h^-1^, and 15.28 mmol g^-1 ^h^-1^, respectively (Fig. 3A). Thus, it appears that ATP should not be a limiting factor in BL21. However, in BL21/pOri2, the ATP production and expenditure were 41.55 mmol g^-1 ^h^-1^and 42.28 mmol g^-1 ^h^-1^, respectively (Fig. 3A). Hence, ATP was one of the limiting factors in BL21 carrying a high copy number plasmid pOri2. From the metabolic flux analysis during the early stationary phase, the uptake fluxes of SO_4 _^2- ^and NH_4 _^+ ^were decreased in BL21/pOri1 and BL21/pOri2 relative to BL21 (Fig. 3A), possibly because *E. coli *cells carrying plasmid revealed lower growth rates than plamid-free *E. coli *cells.

From our experimental results, it appears that during the early stationary phase, the PP pathway was one of the important limiting factors of *E. coli *BL21 containing a high copy number plasmid, while the TCA pathway was not a limiting factor for *E. coli *BL21 containing a high copy number plasmid relative to a low copy number plasmid.

To determine the effects of growth rates on the metabolic flux analysis, we continuously cultured BL21, BL21/pOri1, BL21/pOri2 under the same growth rates as 0.2 h^-1^. The metabolic flux analysis results are shown in Fig. 3B. Surprisingly, TCA flux in the high copy number plasmid carrying *E. coli *BL21/pOri2 was lower than in the case of low copy number plasmid BL21/pOri1. Thus, TCA was one of limiting factors for plasmid DNA replication at the relatively low growth rate 0.2 h^-1 ^(Fig. 3B). Several key fluxes in the PP pathway in the high copy number plasmid-carrying *E. coli *BL21/pOri1 were higher than in the low copy number plasmid-carrying *E. coli *BL21/pOri2 (Fig. 3B) except the flux from Ru5P to R5P. These results indicate that the fluxes from Ru5P to R5P might be limiting factors for ColE1-like plasmid DNA replication. Moreover, ATP was not a limiting factor for plasmid DNA replication when BL21/pOri2 was cultured at relatively lower growth rate 0.2 h^-1 ^(Fig. 3B).

In summary, from the metabolic flux analysis of *E. coli *BL21/pOri1, BL21/pOri2 at the early stationary phase and at the same growth rate, presented in the report, one may conclude that the flux from Ru5P to R5P is the important limiting factor for ColE1-like plasmid DNA replication.

### Effects of plasmids on E. coli gene expression

Transcription profiles in BL21, BL21/pOri1 and BL21/pOri2 were analysed using DNA microarray technology. 

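The arrays compare BL21, an E. coli B strain without plasmid, with BL21/pOri1 and BL21/pOri2, whose plasmids carry 1 and 2 ColE1 origins. Each strain was grown in the chemostat at its own rate (0.46 per h for BL21, 0.39 per h for BL21/pOri1 and 0.29 per h for BL21/pOri2) and also at 0.20 per h, which gives 6 groups. For each group 4 arrays were deposited, 24 in all. In comparisons A and B of Table 7 the growth rate therefore differs together with the plasmid, and in C and D it does not. The paper calls the first condition early stationary phase and the series description calls it exponential growth. The paper gives 15 μg of RNA per array and the sample labels give 6 μg. The array holds 7312 probe sets, of which 4345 are for genes named after E. coli K-12, 2886 for intergenic regions and 81 for controls and vectors. The deposited value is 1 linear signal per probe set and array, which the submitters' processing notes attribute to MAS5 version 5.0. The scaling target and the detection calls are not given in the sources used here. The median signal of an array was 206.8 to 272.45, with a middle value of 239.6.
The 24 columns are not 24 independent measurements. In every group the column of replicate 3 equals the geometric mean of 2 other columns, within 0.11 signal units, in all but 1 to 33 of the 7312 probe sets. The paper says that the experiments were repeated 4 times and that Table 7 averages 4 experiments, and neither the paper nor the labels say whether each array came from a separate culture. The p-values given for these arrays measure only the spread between these columns, which the relation between columns partly sets. Starting from the log2 of the deposited signal, the groups were compared with limma over all 24 arrays, and p-values were adjusted by the Benjamini-Hochberg method over the 4345 gene probe sets. A gene is called higher or lower at an adjusted p under 0.05. Counts of called genes were also made with arrays 1 and 2 of each group, between which no such relation was found, an alternative chosen after the values were seen. The number of arrays limits the precision.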

The strains were cultured in a chemostat and harvested after the cultivation reached the steady status. Total RNA was isolated and transcripts were reverse-transcribed into cDNAs. The RNAs from the BL21, BL21/pOri1, BL21/pOri2 were labelled with biotin.

The labelled cDNAs were mixed and then hybridized on the microarray slides. 

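Among the 4 columns of each group, replicate 3 was related to others. In BL21 at 0.20 per h it equalled the geometric mean of replicates 2 and 4 in 7311 of 7312 probe sets, and the exception was ompT, which encodes an outer membrane protease. In BL21/pOri1 at 0.20 per h and BL21/pOri2 at 0.29 per h it equalled the geometric mean of replicates 2 and 4 of the same group in 7282 and 7279 probe sets. In the other 3 groups the relation held between replicate 4 of the group and replicate 2 of another group. For BL21 at 0.46 per h this was replicate 2 of BL21/pOri2 at 0.29 per h (7280 probe sets). For BL21/pOri1 at 0.39 per h and BL21/pOri2 at 0.20 per h it was replicate 2 of BL21/pOri1 at 0.20 per h (7281 and 7279 probe sets). Among 6072 combinations of a column and a pair of columns, these 6 were the only ones related in this way, and the highest share of matching probe sets in any other was 9.5%. A further relation was found between groups: in 100% of 2002 probe sets with signals above 500 that keep the 6 relations, which leaves out the genes of Table 7, the ratio of replicate 3 to replicate 2 was the same in BL21/pOri2 at 0.29 per h and in BL21 at 0.20 per h to within 0.1%. Over these probe sets the 18 columns of replicates 1, 2 and 4 had 17 dimensions, while the 12 of replicates 1 and 2 had 12. Altogether 33 probe sets broke at least 1 of the 6 relations. They were the 30 genes of Table 7 and aceA, ompT and ppc, which encode isocitrate lyase, the protease and phosphoenolpyruvate carboxylase. Median signals ran from 243.6 to 272.45 over the arrays of replicates 1 and 2 and from 206.8 to 216.8 over those of replicate 4.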

Experiments were repeated four times. Expression datasets have been deposited in the Gene Expression Omnibus database [GEO:GSE5239].

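Most E. coli genes gave a signal above that of sequences foreign to the cell. Of the 4345 gene probe sets, 3806 (87.6%) had a mean signal over the 24 arrays above 68.7, the 95th percentile of 37 probe sets for phage, Cre, HIV and Bacillus subtilis sequences, whose median was 19.3. The median gene signal was 431, and the 5th and 95th percentiles were 26.5 and 6681. Signals of some genes of central metabolism lay under the level of the foreign probe sets in some groups. The signal of fumB, which encodes an anaerobic fumarase, was 23.2 ± 2.01 (SD, n = 4) in BL21 at 0.46 per h. That of tktB, which encodes the minor transketolase, was 15.5 ± 1.04 (SD, n = 4) in BL21/pOri1 at 0.39 per h. This level was set here from the values and is not the detection rule of the paper, which its text does not name.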

Over 3100 genes were successfully detected in the DNA microarray experiments. Most of them revealed no significant differences between plasmid-carrying *E. coli *and plasmid-free *E. coli*. 

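Between 95.4% and 99.3% of the 4345 genes did not pass the test in the 4 comparisons with BL21. In BL21/pOri1 relative to BL21, 31 genes were higher and 15 lower with each strain at its own rate (A), and 140 were higher and 24 lower at 0.20 per h (C). In BL21/pOri2, 19 genes were higher and 11 lower at its own rate (B), and 190 were higher and 9 lower at 0.20 per h (D). Genes changed at least 2-fold numbered 24, 27, 25 and 25 in A, B, C and D, and all of these were genes of Table 7, since the largest fold change outside Table 7 was 1.75, 1.49, 1.78 and 1.78. The 27 genes called in all 4 comparisons were also all in Table 7. At an unadjusted p under 0.05, limma gave 656, 287, 868 and 840 genes, where 217 would arise by chance with independent columns. These columns are not independent, so the excess over 217 does not measure how many genes changed. In B the relation also links the 2 groups, since replicate 3 of BL21 matches a geometric mean that takes in replicate 2 of BL21/pOri2. The low counts outside Table 7 in B therefore do not show that these strains are alike.
With arrays 1 and 2 alone, 29, 30, 29 and 27 genes were called, none of them outside Table 7. After quantile normalization A gave 132 genes higher and 136 lower, C 313 and 263, and D 210 and 151, so that the balance of higher and lower genes depends on the scaling. Over the 12 arrays of replicates 1 and 2, the highest signal of a probe set was at most 1.61 times its lowest in each of 5235 probe sets outside Table 7 with a signal above 100, with a median of 1.47. For the 30 genes of Table 7 this ratio was 2.16 to 42.5.

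**Figure D1:**
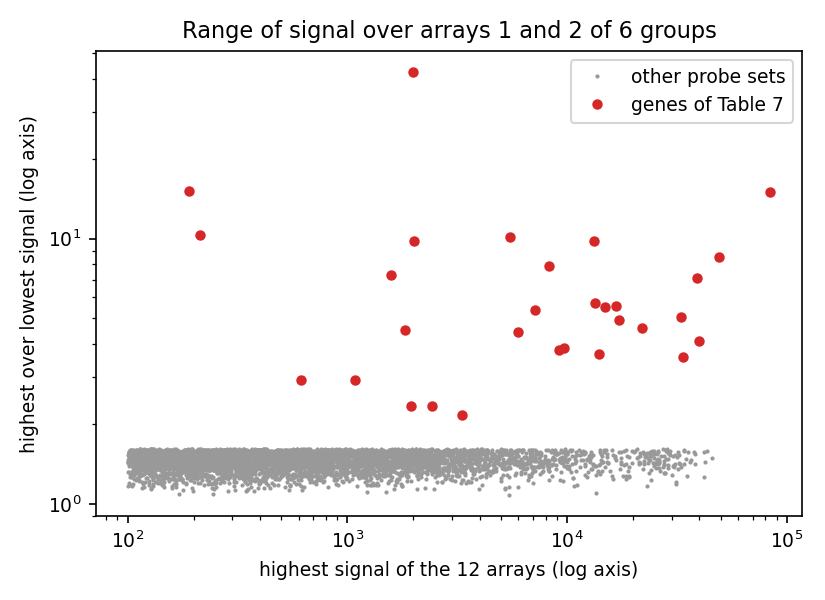
Highest over lowest signal (vertical, log axis) against the highest signal (horizontal, log axis) over the 12 arrays of replicates 1 and 2 in 6 groups. Each grey point is 1 of 5235 probe sets outside Table 7, none of which exceeds 1.61, and each red point is 1 of the 30 genes of Table 7, none of which is under 2.16.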

Table 7 shows the selected results of DNA microarray experiments. 

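Of the 30 genes of Table 7, those of the tricarboxylic acid cycle, glycolysis, acetate formation and glucose uptake were higher in plasmid-bearing cells, and those of the pentose phosphate pathway, the glyoxylate shunt and malate decarboxylation were lower. In A 18 genes were higher and 11 lower, in B 19 and 11, in C 19 and 11 and in D 19 and 9. The largest estimated rises in D were those of fumC, acnA and fumA, which encode a fumarase, an aconitase and another fumarase, with log2 fold changes of 3.38 (standard error 0.13), 3.32 (standard error 0.12) and 3.22 (standard error 0.09). The largest estimated fall was that of rpiA. The changes of fumB in D, whose BL21 signal lay under 68.7, the 95th percentile of foreign probe sets, and of rpiA and tktB in D, whose BL21/pOri2 signals did, depend on the background and cannot be ranked exactly. A and B use the same BL21 arrays. They shared 18 higher and 11 lower genes, 29 of them in Table 7, against 0.136 and 0.038 for independent lists and 0 in 20 simulations of unchanged strains against shared controls. The simulated arrays were independent, and unchanged strains leave few called genes to share. That 0 therefore does not show what shared controls or the relation between columns add. The values for independent lists take no account of that relation or of the choice of Table 7. With the BL21 arrays divided between the comparisons, 25 to 29 genes were shared. C and D shared 107 higher and 9 lower genes, 28 of them in Table 7, against 6.12 and 0.0497 for independent lists, and 26 to 31 with the BL21 arrays divided. Dividing the BL21 arrays does not remove the relation between columns, which ties replicates 2, 3 and 4 of BL21 at 0.20 per h. For nearly all probe sets outside Table 7 it also links BL21/pOri2 to BL21/pOri1 at that rate. The genes of Table 7 were selected by the study on these arrays, so their number is not independent evidence of a direction.

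**Figure D2:**
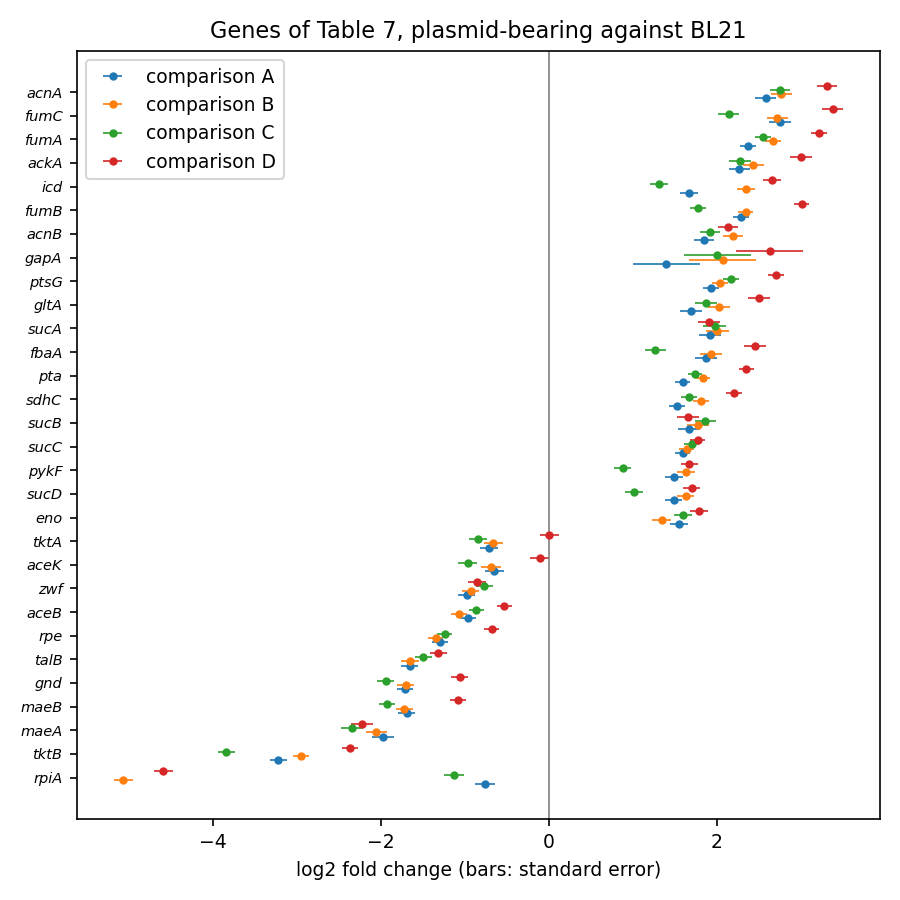
Log2 fold change (horizontal) of the 30 genes of Table 7 (vertical) in comparisons A, B, C and D. Points are estimates from limma over 4 arrays per group and bars are standard errors; rpiA lies at -5.07 in B and -4.59 in D, and tktA in D lies at 0.01.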

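Among the gene lists, the called members of the central carbon lists were genes of Table 7, apart from mdh, which encodes malate dehydrogenase and rose by 0.69 on the log2 scale in A (adjusted p = 0.00914 from limma). The median log2 fold change of the 6 genes of the tricarboxylic acid cycle outside Table 7 was 0.34 in A, 0.09 in B, 0.01 in C and 0.00 in D. For the 10 of glycolysis it was -0.01, -0.02, 0.19 and 0.09. For the 3 of the pentose phosphate pathway it was 0.05, 0.04, 0.02 and -0.05. Of 12 genes of pyruvate dehydrogenase and mixed acid fermentation, 21 of the respiratory chain and 9 of ATP synthase, none was called by limma in A to D without further scaling or a block. Other settings called some members. Among them were atpF in B after quantile normalization and aceE and aceF in C with the replicate number as a block. At an unadjusted p under 0.05 these lists gave 2, 1, 5 and 2 genes, 3, 1, 7 and 3 genes and 1, 1, 3 and 1 genes in A, B, C and D. Tested against other genes with camera at a preset correlation of 0.01, 7, 8, 7 and 6 of the 32 lists passed an adjusted p of 0.05 in A, B, C and D, and with an estimated correlation 6, 6, 5 and 4 did. The list of Table 7 is among them, and the other lists that passed hold some of its genes.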

In the carbon catabolism, there were number of genes, which were up-regulated significantly, suggesting that these groups of genes were helpful for maintaining plasmid DNA in *E. coli*.

**Table 7:** DNA microarray analysis of expression of selected genes in *E. coli *BL21, BL21/pOri1 BL21/pOri2 grown in the chemostat system at different growth rates.

Gene	Ratio of gene transcripts^a^			
	
	A	B	C	D
*rpiA*	0.59	0.03	0.45	0.04
*tktB*	0.11	0.13	0.07	0.19
*sfcA*	0.25	0.24	0.19	0.21
*gnd*	0.30	0.31	0.26	0.48
*maeB*	0.31	0.30	0.26	0.47
*talB*	0.31	0.32	0.35	0.40
*rpe*	0.41	0.40	0.42	0.62
*zwf*	0.50	0.52	0.59	0.55
*aceB*	0.51	0.48	0.55	0.69
*aceK*	0.63	0.61	0.51	0.92
*tktA*	0.61	0.63	0.55	0.99
*sucD*	2.80	3.10	2.01	3.25
*pykF*	2.80	3.10	1.83	3.17
*sdhC*	2.90	3.50	3.19	4.66
*eno*	2.90	2.50	3.02	3.47
*sucC*	3.02	3.12	3.25	3.41
*pta*	3.00	3.60	3.34	5.11
*sucB*	3.10	3.40	3.59	3.10
*icdA*	3.20	5.10	2.45	6.23
*gltA*	3.20	4.10	3.62	5.60
*gapA*	3.60	4.10	4.01	6.19
*fbaA*	3.60	3.80	2.38	5.41
*acnB*	3.60	4.60	3.80	4.36
*sucA*	3.60	3.90	3.93	3.76
*ptsG*	3.80	4.10	4.48	6.50
*ackA*	4.80	5.40	4.83	7.92
*fumB*	4.90	5.10	3.45	8.08
*fumA*	5.20	6.40	5.83	9.30
*acnA*	5.90	6.70	6.77	9.96
*fumC*	6.60	6.50	4.38	10.30

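By the median over the genes of Table 7, the arrays of a plasmid-bearing strain differed little from one another, although single genes did differ, such as gapA in BL21/pOri1 at 0.39 per h (5603 in replicate 1, 53914 to 59026 in the others). In BL21/pOri1 at 0.39 per h the median SD between the 4 columns was 0.03 on the log2 scale over the 30 genes, against 0.18 for lists of 30 other genes of like brightness. None of 10000 such lists had a median as small, and the lowest was 0.11. The values were 0.03 against 0.17 in BL21/pOri2 at 0.29 per h, 0.03 against 0.15 in BL21/pOri1 at 0.20 per h and 0.04 against 0.17 in BL21/pOri2 at 0.20 per h, again below all 10000 lists. In BL21 without plasmid they were 0.16 against 0.20 at 0.46 per h and 0.14 against 0.17 at 0.20 per h, which is the 6.4 and the 18.8 percentile of the lists. These SDs include the columns tied by the relation. Between replicates 1 and 2, where no such relation was found, the median difference of the genes of Table 7 was 0.0244, 0.0259 and 0.0147 on the log2 scale in BL21/pOri1 at 0.39 per h, BL21/pOri2 at 0.29 per h and BL21/pOri1 at 0.20 per h, below all lists (lowest 0.0387, 0.0442 and 0.0444). In BL21/pOri2 at 0.20 per h it was 0.0343 against 0.0481, the 12.8 percentile. In BL21 it was 0.112 against 0.192 at 0.46 per h and 0.139 against 0.181 at 0.20 per h, the 2.8 and the 15.1 percentile, so that this measure does not part all plasmid-bearing groups from BL21.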

^a ^The results are average values from 4 experiments. Abbreviations: A, ratio of BL21/pOri1 (μ = 0.39) to BL21 (μ = 0.46); B, ratio of BL21/pOri2 (μ = 0.29) to BL21 (μ = 0.46); C, ratio of BL21/pOri1 (μ = 0.20) to BL21 (μ = 0.20); D, ratio of BL21/pOri2 (μ = 0.20) to BL21 (μ = 0.20).

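Of 47 genes of carbon source transport, 45 were measured, and ptsG, which encodes the glucose-specific membrane component of the phosphotransferase system, was called higher in A, B, C and D. In A and B no other gene of the list passed the test. In C gatA, a galactitol transport gene, was higher with a log2 fold change of 0.57 (standard error 0.16, adjusted p = 0.0384 from limma). In D malE, which encodes the maltose-binding protein, was higher by 0.57 (standard error 0.14, adjusted p = 0.0161 from limma). Adjusted over the list alone, the counts were again 1, 1, 2 and 2. At an unadjusted p under 0.05 they were 6, 4, 12 and 11. The largest change of a member outside Table 7 was 0.38, 0.49, 0.57 and 0.57 on the log2 scale. The calls of gatA and malE were not made with arrays 1 and 2 alone.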

The expression levels of many carbon transport genes were also affected in BL21/pOri2 and BL21/pOri1 comparing with BL21. Expression of genes involved in glucose transport (*ptsG*) was increased significantly during the early stationary phase and the same growth status.

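The signal of ptsG (b1101) was 1294 ± 35.1 (SD, n = 4) in BL21 at 0.46 per h, 4932 ± 65.7 (SD, n = 4) in BL21/pOri1 at 0.39 per h and 5341 ± 84.6 (SD, n = 4) in BL21/pOri2 at 0.29 per h. At 0.20 per h it was 1265 ± 145 (SD, n = 4), 5659.6 ± 65.4 (SD, n = 4) and 8245 ± 86.0 (SD, n = 4) in the same order. Log2 fold changes were 1.93 in A, 2.04 in B, 2.17 in C and 2.71 in D, each with a standard error of 0.09 (adjusted p = 1.14e-15, 2.11e-16, 1.02e-16 and 1.83e-19 from limma). Every plasmid-bearing array lay above every BL21 array (exact permutation test, two-sided, p = 0.0286 in each comparison, the smallest that 4 against 4 allow). This p takes the arrays as exchangeable, which does not hold in C and D, where replicate 3 of BL21 is the geometric mean of replicates 2 and 4. The other 11 genes of glucose uptake and the phosphotransferase system, among them ptsH, ptsI, crr and the man and mgl genes, did not pass the test in A to D, also when adjusted over the list alone. Their largest change on the log2 scale was 0.23, 0.28, 0.26 and 0.30 in A, B, C and D. In BL21 at 0.20 per h replicate 1 of ptsG was 1048, below the 1336 to 1339 of the other 3.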

Genes involved in glycolysis (*fba*, *gapA*, *eno*, *pykF*) were significantly up-regulated in BL21/pOri2 and BL21/pOri1 relative to BL21, however the PP pathway genes (*zwf *and *gnd*) were significantly down-regulated in early stationary phase growing *E. coli *cells and at the same growth rate 0.2 h^-1 ^(Table 7). *pta *and *ackA*, genes responsible for the acetate metabolism [31,32], were upregulated in BL21/pOri1 and BL21/pOri2 strains (Table 7).

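In glycolysis, fbaA (aldolase), eno (enolase) and pykF (pyruvate kinase) rose in all 4 comparisons, and gapA (glyceraldehyde 3-phosphate dehydrogenase) rose in B, C and D. Of the 14 glycolysis genes listed, 3 were higher in A and 4 in each of B, C and D, and none was lower (4, 4, 6 and 6 higher adjusted over the list alone). The log2 fold change of fbaA was 1.87 in A, 1.94 in B, 1.27 in C and 2.46 in D (standard error 0.13). For gapA it was 1.40 in A (standard error 0.40, adjusted p = 0.078 from limma), where replicate 1 of BL21/pOri1 had a signal of 5603 and the other 3 had 53914 to 59026. Without this array the value was 2.23 and was called (adjusted p = 8.15e-14 from limma), and over all arrays it was called after quantile normalization, after median centring and with the replicate number as a block (adjusted p = 0.0293, 0.0165 and 0.0167). In C gapA had 2.01, and with arrays 1 and 2 alone it had 1.93 and was not called (adjusted p = 0.144 from limma). The fit takes 1 estimate of the spread from all groups, so the array with 5603, which is not in C, enters it. The arrays 1 and 2 of C had signals of 52828 and 50119 in BL21/pOri1 and 12534 and 14552 in BL21. With an estimated correlation the glycolysis list had an adjusted p = 0.16 in A, 0.0539 in B, 0.0653 in C and 0.0561 in D from camera.
In the oxidative branch of the pentose phosphate pathway, zwf (glucose 6-phosphate dehydrogenase) and gnd (6-phosphogluconate dehydrogenase) fell in all 4 comparisons. The log2 fold change of zwf was -0.98 in A, -0.93 in B, -0.77 in C and -0.86 in D (standard error 0.10), and that of gnd was -1.71, -1.71, -1.95 and -1.06 (standard error 0.10). Of 6 genes of acetate metabolism, pta and ackA, which convert acetyl-CoA to acetate, were higher in each comparison and the other 4 were not called (3, 2, 2 and 2 higher adjusted over the list alone). The log2 fold change of pta was 1.60, 1.84, 1.74 and 2.36 (standard error 0.09) and that of ackA was 2.27, 2.44, 2.28 and 3.01 (standard error 0.13) in A, B, C and D. With an estimated correlation the acetate list had an adjusted p = 0.0974 in C and 0.0561 in D from camera. The members of these lists in Table 7 were chosen by the study on these arrays.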

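In BL21/pOri1 and BL21/pOri2, gltA (citrate synthase), acnA and acnB (aconitases), icd (isocitrate dehydrogenase, icdA in Table 7), sucA, sucB, sucC and sucD (2-oxoglutarate dehydrogenase and succinyl-CoA synthetase), sdhC (a subunit of succinate dehydrogenase) and fumA, fumB and fumC (fumarases) rose in all 4 comparisons with BL21. Of 18 genes of the cycle, 13 were higher in A and 12 in each of B, C and D, and none was lower (15, 13, 13 and 13 adjusted over the list alone). The 12 were those of Table 7, which the study chose on these arrays. The smallest of their log2 fold changes was that of sucD in C, 1.02 (standard error 0.10), and the largest estimate was that of fumC in D, where the change of fumB is limited by its BL21 signal at background. For icd the signal was 6244 ± 629 (SD, n = 4) in BL21 at 0.46 per h, 19822 ± 61.5 (SD, n = 4) in BL21/pOri1 and 31809 ± 702 (SD, n = 4) in BL21/pOri2 at their own rates (adjusted p = 5.67e-13 and 1.91e-16 from limma). The genes sucA to sucD, which lie downstream of sdhCDAB and are in Table 7, rose with sdhC. The genes sdhD, sdhA and sdhB, which are cotranscribed with sdhC and are not in Table 7, changed less and were not called. In A, B, C and D, sdhC had log2 fold changes of 1.53, 1.81, 1.67 and 2.21 (standard error 0.10), while sdhD had 0.02, 0.17, -0.19 and -0.01 (standard error 0.14), sdhA had 0.33, 0.31, 0.03 and 0.06 (standard error 0.12) and sdhB had 0.45, -0.05, 0.45 and 0.40 (standard error 0.13; adjusted p = 0.0845, 0.958, 0.0519 and 0.0775 from limma).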

Most of the tricarboxylic acid cycle genes were up-regulated (including: *gltA*, *acnA*, *acnB*, *icdA*, *sucA, sucB, sucC, sucD*, *sdhC*, *fumA*, *fumB*, *fumC*) in BL21/pOri1 and BL21/pOri2 strains relative to the plasmid-free strain (Table 7).

The glyoxylate shunt genes, *aceB *and *aceK*, showed down-regulation in plasmid-bearing cells (Table 7). These results correlate with the enhanced TCA cycle pathway and an impaired glyoxylate pathway [33]. 

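Of the 5 genes of the glyoxylate shunt, aceB (malate synthase) was lower in all 4 comparisons and aceK (isocitrate dehydrogenase kinase/phosphatase) was lower in A, B and C. Adjusted over the list alone, 2 genes were lower in A, B and C, and 1 was lower and 1 higher in D. The log2 fold change of aceB was -0.96 in A, -1.07 in B, -0.86 in C and -0.53 in D (standard error 0.09; adjusted p = 0.000544 from limma in D). For aceK it was -0.65, -0.69 and -0.97 in A, B and C, and in D it was -0.11 (standard error 0.115, adjusted p = 0.645 from limma). The signal of aceA, which encodes isocitrate lyase and lies between aceB and aceK in their operon, did not pass the test, with log2 fold changes of -0.23 in B and 0.41 in D (standard error 0.12). With the replicate number as a block, aceA was called in D. With an estimated correlation the list had an adjusted p = 0.597 in D from camera. With arrays 1 and 2 alone aceB in D had -0.52 and was not called (adjusted p = 0.184 from limma). In a fit of the 2 groups of A alone, aceK had an adjusted p of 0.0514 from limma.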

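The genes of both NAD- and NADP-dependent malic enzymes, which decarboxylate malate to pyruvate, had lower signals in plasmid-bearing cells. For maeA (b1479, sfcA in Table 7) the signal was 1241 ± 161 (SD, n = 4) in BL21 at 0.46 per h, 313 ± 5.36 (SD, n = 4) in BL21/pOri1 and 297 ± 2.30 (SD, n = 4) in BL21/pOri2 at their own rates. The log2 fold changes were -1.98 in A, -2.06 in B, -2.35 in C and -2.23 in D (standard error 0.13), and those of maeB (b2463) were -1.69, -1.72, -1.93 and -1.08 (standard error 0.10). Of 7 genes of gluconeogenesis and anaplerosis, these were the 2 called in each comparison. The others, fbp, glpX, ppsA, pck and ppc, had changes of at most 0.32, 0.15, 0.38 and 0.44 on the log2 scale in A, B, C and D. Adjusted over the list alone, 2 genes were lower in A, B and C, and 3 lower and 2 higher in D.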

The *sfcA *and *maeB *genes, which are known to be the main gluconeogenic pathway genes in *E. coli*, were also down-regulated.

Among the genes involved in the cellular structure, DNA replication, transcription, and translation, only relatively few genes were slightly up-regulated or down-regulated in pleasmid-bearing cells.

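Of 32 genes of DNA replication and 35 translation factors and aminoacyl-tRNA synthetases, none was called by limma in A, B, C or D, and 5, 2, 2 and 0 and 5, 3, 5 and 4 had an unadjusted p under 0.05. Among 54 ribosomal protein genes, rpsE was higher in C, with a log2 fold change of 0.72 (standard error 0.18), and rpsO in D, with 0.58 (standard error 0.14). Among 15 genes of RNA polymerase and transcription factors, rpoS and rpoN were higher in C and rpoS and greB in D. The change of rpoS, which encodes the sigma factor of the stationary phase, was 0.49 in C and 0.61 in D (standard error 0.14). Among 37 genes of the cell wall, envelope and division, ddlB was higher in C (0.46, standard error 0.13) and ddlB and murF in D (0.57 and 0.61). No gene of these lists was called by limma in A or B, where the ribosomal list had 6 and 4, the transcription list 1 and 3 and the cell structure list 4 and 2 genes at an unadjusted p under 0.05. Adjusted over the list alone, 2 replication genes were higher in A, 2 transcription genes in B, 5 ribosomal, 4 transcription and 1 cell structure genes in C, and 1, 3 and 4 in D. None of these genes was called with arrays 1 and 2 alone.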

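Relative to BL21/pOri1, BL21/pOri2 had 5 genes higher and 17 lower of 4345 with each strain at its own rate, and 19 higher and 1 lower at 0.20 per h. At an unadjusted p under 0.05 there were 811 and 155 genes. At their own rates, where the growth rate differs as well, icd and rpiA were the genes of Table 7 among those called, and icd had a log2 fold change of 0.68 (standard error 0.11). Outside Table 7, artJ (arginine binding), aroB (shikimate pathway), uidR and ygaM had rises of 0.71, 0.62, 0.50 and 0.47 on the log2 scale. The falls of fruB (fructose transport), fliC (flagellin), aroK (shikimate kinase), mcrB and ftsN were -0.79, -0.69, -0.69, -0.67 and -0.64. With arrays 1 and 2 alone rpiA was the 1 gene called. After quantile normalization 232 genes were higher and 262 lower at the strains' own rates, and 19 higher and 1 lower at 0.20 per h. All 20 genes called at 0.20 per h were in Table 7, and 11 of them were called with arrays 1 and 2 alone. At 0.20 per h the relation between columns links the groups compared. Replicate 3 of BL21/pOri2 matches a geometric mean that takes in replicate 2 of BL21/pOri1, for nearly all probe sets outside Table 7. The 155 genes there were fewer than the 217 that chance gives with independent columns. The low counts outside Table 7 therefore do not show that these strains are alike.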

Our results indicated that transcription of most of genes did not change significantly in BL21/pOri1 relative to BL21/pOri2. However, expression of the *rpiA *gene, encoding RPI enzyme, was significantly decreased in BL21/pOri2 relative to BL21/pOri1.

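The signal of rpiA (b2914), which encodes ribose-5-phosphate isomerase A of the pentose phosphate pathway, was lower in both plasmid-bearing strains and far lower in BL21/pOri2. It was 1598 ± 88.0 (SD, n = 4) in BL21 at 0.46 per h, 944 ± 8.09 (SD, n = 4) in BL21/pOri1 at 0.39 per h and 47.5 ± 0.668 (SD, n = 4) in BL21/pOri2 at 0.29 per h. At 0.20 per h it was 1505 ± 355 (SD, n = 4), 674 ± 7.47 (SD, n = 4) and 61.3 ± 4.81 (SD, n = 4). In BL21/pOri2 it lay under 68.7, the level taken from foreign probe sets. Relative to BL21/pOri1, the log2 fold change in BL21/pOri2 was -4.31 at the strains' own rates and -3.46 at 0.20 per h (standard error 0.12; adjusted p = 1.11e-21 and 4.54e-19 from limma). Relative to BL21 it was -0.76 in A, -5.07 in B, -1.13 in C and -4.59 in D (standard error 0.12). Every array of one group lay apart from every array of the other in each of these comparisons (exact permutation test, two-sided, p = 0.0286). This p takes the arrays as exchangeable, which does not hold in C and D, where replicate 3 of BL21 is the geometric mean of replicates 2 and 4. The signal of rpiB (b4090), which encodes the second isomerase, was 371 to 391 in the 6 groups and was not called in any comparison. With arrays 1 and 2 alone rpiA was called in each comparison. The rpiA values, like those of most genes of Table 7, depart from the relation between columns that holds elsewhere on the arrays, except in BL21 at 0.20 per h, where all genes of Table 7 follow it. From the low expression of rpiA, together with the enzyme activities and the flux analysis, the paper proposes that rpiA is the key gene that could affect ColE1-like plasmids.

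**Figure D3:**
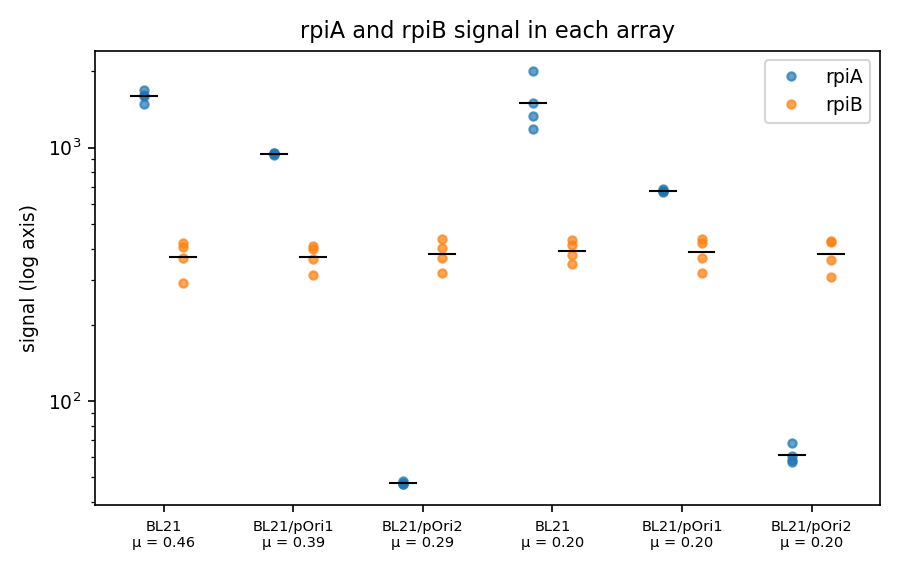
Signal (vertical, log axis) of rpiA and rpiB in each of the 4 arrays of 6 groups; points are arrays and lines are group means. The rpiA signal lies between 46.9 and 68.2 in BL21/pOri2, and rpiB shows no such difference.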

In summary, when considering enzyme activity analysis, metabolic flux analysis and DNA microarray results, the *rpiA *gene was selected as the key gene, which might affect biology of ColE1-like plasmids.

### Effects of the rpiA gene on ColE1-like plasmid copy number

To determine the role of the *rpiA *gene, a plasmid was constructed to overexpress this gene. This plasmid, pETrpiA, was introduced into BL21/pOri2 and BL21/pOri1, and two constructed strains BL21/pOri2/pETrpiA and BL21/pOri1/pETrpiA were used for analysis of effects of *rpiA *gene on the plasmid DNA copy number. During IPTG induction, BL21, BL21/pOri1, BL21/pOri2, BL21/pOri1/pETrpiA, BL21/pOri2/pETrpiA were cultured with the following growth rates: BL21, 0.46 h^-1^; BL21/pOri1,0.39 h^-1^; BL21/pOri2, 0.29 h^-1^; BL21/pOri1/pETrpiA, 0.39 h^-1^; or BL21/pOri2/pETrpiA, 0.29 h^-1^. Then, plasmid DNA copy number of pOri2 and pOri1 were determined by the real-time PCR method.

A significantly increased pOri2 and pOri1 plasmid DNA copy number was found after induction of *rpiA *expression with 1 mM IPTG for 1 h (Fig. 4). These results suggest that in *E. coli *carrying a high copy number plasmid pOri2, the RPI enzyme is deprived, which in turn causes a decrease of the plasmid copy number. Thus, overproduction of RPI significantly increased the plasmid DNA copy number in *E. coli*.

**Figure 4:**
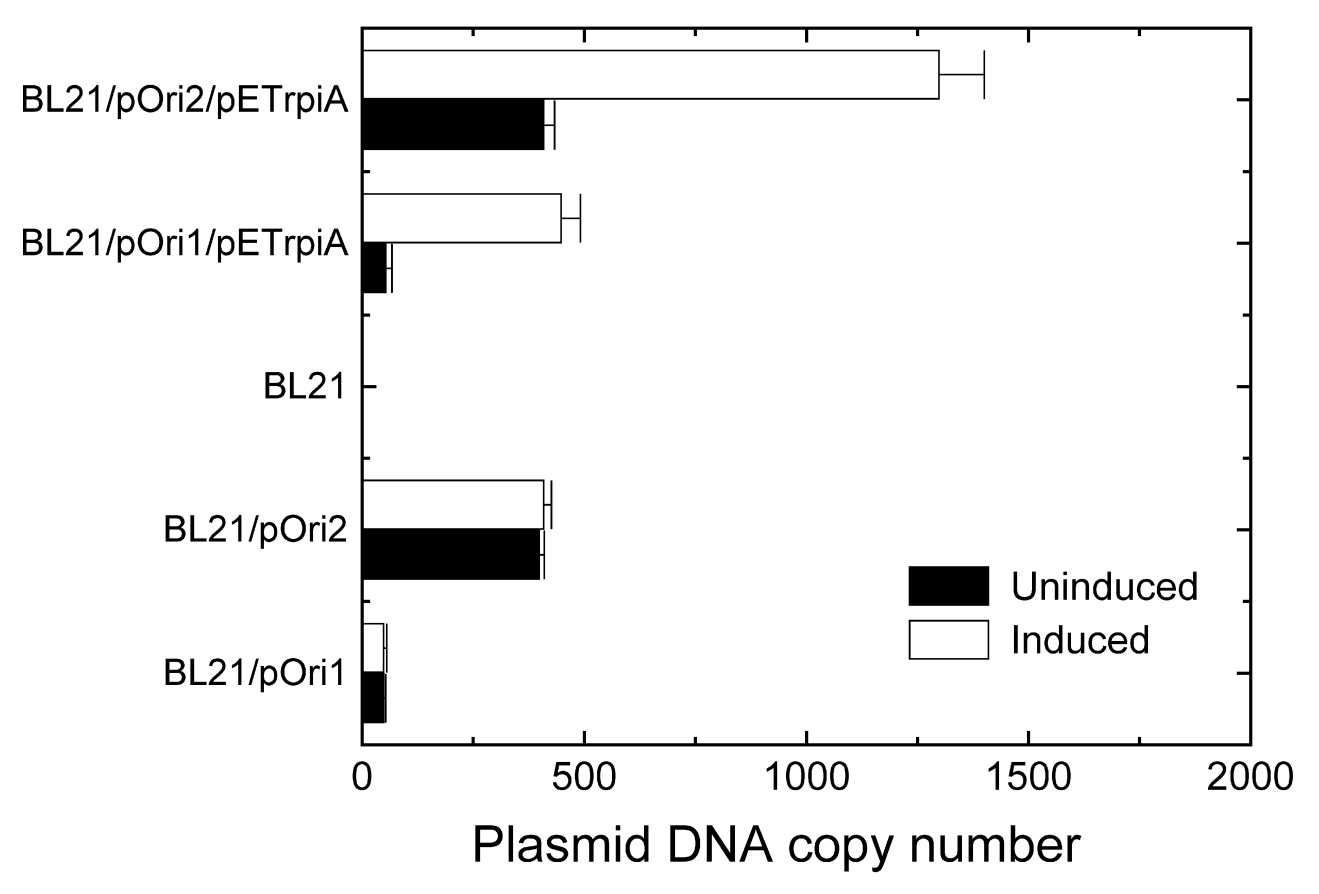
Plasmid pOri1 and pOri2 copy number in BL21, with or without the presence of pETrpiA plasmid, uninduced (■) or induced (□) wiith IPTG. Plasmid copy number was determined using a real-time PCR method.

## Discussion

Plasmids, as non-essential DNA molecules, require additional intracellular materials and energy to exist in host cell, thus usually reducing the growth rate of a bacterial culture [8,27,34]. Plasmid DNA has been considered as a molecular parasite [8] or a minimal genome [35]. However there is still a lack of a global analysis of the effects of plasmid DNA on the metabolism of *E. coli *[6].

Cultivation conditions affect plasmid DNA content significantly [36,37]. Andersson et al. [38] used the batch culture to analyse the effect of plasmid DNA on the metabolism of *E. coli*, and Klemperer et al. [39] analysed the requirements of minimal nutritional conditions of *E. coli *in batch culture with or without plasmid DNA. However, in the batch cultivation, plasmid DNA content might be significantly different between different growth status. Therefore, on the basis of those studies, it is difficult to analyse the effects of plasmid DNA on the metabolism of *E. coli*. We considered that the use of chemostat cultivation system is appropriate for plasmid DNA metabolism analysis.

A direct comparison between plasmid-bearing and plasmid-free *E. coli *may be inappropriate to find the metabolic limiting factors of plasmid DNA replication [8]. Rozkov et al. [6] have found that significant differences between a plasmid-free *E. coli *and the same host bearing a plasmid were due to expression of the kanamycin phosphotransferase gene (used as a plasmid marker). Thus, it appears that to analyse the metabolic limiting factors of plasmid copy number, a comparison of plasmid-containing with plasmid-free cells may be inaccurate.

Another methodological problem arises from the finding that growth rates affect the cell biomass significantly [40], and biomass ingredients have direct effects on the metabolic flux [41]. The presence of plasmids has significant effects on the ingredient of biomass, thus it is not reasonable to assume that the biomass is constant, which makes problems in interpretation of results to analyse the effects of plasmids on the metabolism of host cells.

To avoid all these problems, we constructed two different plasmids, derived from ColE1. The first plasmid (pOri1) contains one ColE1 replication origin, and the second plasmid (pOri2) contains two ColE1 plasmid DNA replication origins. Moreover, we used a stable culture status to analyse the effects of plasmid DNA on the metabolism of *E. coli*. Plasmid DNA copy number was significantly increased when two origin regions were present. We assumed that comparison of BL21/pOri1 and BL21/pOri2 should be accurate to analyse the effects of plasmid DNA on the metabolism of *E. coli*. Moreover, we have used the ^13^C-labelling experiments, DNA microarray and enzyme activity analysis to explore the metabolic differences. The ^13^C-labelling experimental results provided a large body of data to calculate the intracellular fluxes, and the isotopic enrichment in the intracellular metabolite pools. This technique, in a combination with DNA microarray and enzyme activity analysis, is a powerful method for screening of metabolic nodes or bottlenecks for plasmid DNA metabolism.

In our experiments, during early stationary phase, ColE1-derived plasmids pOri1 and pOri2 have significant effects on the metabolism of *E. coli*. TCA cycle, respiration rate and acetate yield were significantly increased in BL21/pOri1 and BL21/pOri2 strains. Also, the PP pathway flux was significantly decreased, and the ATP expenditure was increased in BL21/pOri2 significantly more than in BL21/pOri1. These results suggest potential sources of metabolic burden during plasmid DNA replication in the early stationary phase.

In experiments with the controlled cultivation growth rate at 0.2 h^-1^, the effects of ColE1-like plasmids pOri1 and pOri2 on the *E. coli *BL21 metabolism were significantly different relative to experimental results obtained from the experiments with early stationary phase. Our results show that PP pathway flux was generally increased, except the flux from Ru5P to R5P, in BL21/pOri2 relative to BL21/pOri1. From the metabolic flux analytical results obtained from the cultivation at the early stationary phase and at the same growth rate, we conclude that the flux from Ru5P to R5P is important for plasmid DNA replication, while TCA cycle, ATP or glucose uptake are not the limiting factors. To confirm these results, we performed enzyme activity analysis and mRNA expression profiles analysis.

The enzyme activity analysis was performed in bacterial cultures kept in the early stationary phase and the same growth rate. The glycolysis enzyme activities and most TCA enzyme activities were increased in BL21/pOri1 and BL21/pOri2 relative to BL21, while the enzyme activities of the PP pathway were significantly decreased. Moreover, the RPI enzyme activity was decreased significantly.

The gene expression profiles, obtained from DNA microarray experiments, were consistent with the results for early stationary phase and at the same growth rate. 

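Transcripts were set beside the activities of 25 enzymes in Tables 3 and 4 by counting, for each comparison, the enzymes whose called genes moved in the direction of the tabulated activity relative to BL21, whatever the size of the difference in activity. In A and B 14 enzymes had called genes in the same direction, 1 did not, and for 10 no gene was called. In C 13 had the same direction, 1 did not, 9 had no called gene and 2 had equal activities. In D 13 had the same direction, 2 did not and 10 had no called gene. The same direction held for aldolase, pyruvate kinase, citrate synthase, aconitase, 2-oxoglutarate dehydrogenase and fumarase, which were higher, and for transaldolase, transketolase and ribose-5-phosphate isomerase, which were lower. For transketolase in D this rests on tktB alone, whose BL21/pOri2 signal lay under the level of foreign probe sets. The gene of the major transketolase, tktA, was not called in D. The tabulated activity of malic enzyme was higher in A, B and D, where maeA and maeB were lower, and the paper states that this activity did not differ significantly among the strains. The tabulated activity of 6-phosphogluconate dehydrogenase was slightly higher in C and higher in D, where gnd was lower, and the paper states that this enzyme was down-regulated in both growth conditions. No gene was called in A to D for phosphoglucose isomerase, phosphofructokinase, triose phosphate isomerase or isocitrate lyase. Enzymes of a pathway are not independent, so the count carries no p-value. Apart from mdh in A, the called genes were all genes of Table 7, which the study chose on these arrays. The count is therefore not independent evidence that transcripts follow the activities.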

The gene expression profiles for BL21/pOri1, BL21/pOri2 and plasmid-free cells agree with the enzyme activity analysis. In BL21/pOri2 cultures, the phosphotransferase system for glucose uptake and glycolytic genes were up-regulated in comparison to those in BL21 cultures. On the other hand, genes involved in acetate secretion and the TCA cycle were up-regulated in BL21/pOri2 and BL21/pOri1, whereas the genes involved in the glyoxylate cycle and gluconeogenesis were down-regulated. 

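Of the 10 genes of the pentose phosphate pathway, 7 were lower in A, B and C and 6 in D, and the 3 not called in any of these were pgl, rpiB and talA. Adjusted over the list alone, 1 gene was higher and 7 lower in A, 7 lower in B and C, and 1 higher and 6 lower in D. Between BL21/pOri2 and BL21/pOri1 at their own rates, rpiA was the 1 member called. At 0.20 per h rpiA was lower in BL21/pOri2, and tktB, gnd, tktA and rpe were higher, with log2 fold changes of 1.47, 0.88, 0.85 and 0.56. The signal of tktB at 0.20 per h was 179.6 ± 9.65 (SD, n = 4) in BL21, 12.5 ± 0.896 (SD, n = 4) in BL21/pOri1 and 34.7 ± 1.28 (SD, n = 4) in BL21/pOri2, the last 2 under the level of the foreign probe sets. In D tktA, which encodes the major transketolase, had a log2 fold change of 0.01 (standard error 0.11, adjusted p = 0.98 from limma), and with arrays 1 and 2 alone it was -0.23. With an estimated correlation the list had an adjusted p = 0.167 at 0.20 per h and 0.984 at the strains' own rates from camera.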

The most striking difference between BL21/pOri2 and BL21/pOri1 was the regulation of PP pathway genes. These genes are either essential or carry significant metabolic flux for nucleotides' synthesis. Expression of the *rpiA *gene was significantly decreased in BL21/pOri2. From the metabolic flux analysis, enzyme activity analysis and mRNA expression profiles, we concluded that the *rpiA *gene is one of the important limiting factors for plasmid DNA replication.

The PP pathway has fewer enzymes than glycolysis, however, this pathway is more complicated [42]. It is involved in the generation of NADPH for biosynthesis, recruiting essential metabolites for nucleic acids, amino acids and vitamins, and the generation of ingredients of the cell lipopolysaccharide layer [43]. Amino acids and nucleotides are important for plasmid DNA replication. Moreover, during plasmid DNA replication, especially when a plasmid occurs at high copy number, an extra synthesis of nucleotides is needed. Thus, it is possible that the carbon flux, which is driven through the oxidative branch of the PP pathway, is not enough to handle the cell metabolic needs [44], particularly when the growth rate is decreased. Furthermore, the PP pathway is the only pathway that allows *E. coli *to use some sugars, such as D-xylose, D-ribose, or L-arabinose [45,46].

RPI is the enzyme that converts Ru5P into R5P, and this enzyme activity decreases the flux into X5P. This flux is not redirected into the Embden-Meyerhof (EM) pathway, and a large part of the flux into Ru5P is used for synthesis of nucleotides. RPI plays a key role in ribose 5-phosphate metabolism [47]. *E. coli *has two recognisable ribose-5-phosphate isomerase: a constitutive ribose-5-phosphate isomerase A and an inducible ribose-5-phosphate isomerase B, the latter being present in distinguishable amounts only when cells grow on D-ribose or ribose-5-P-delivering compounds, such as adenosine or uridine, as the sole carbon source [45,46,48]. It has been demonstrated that adenosine and uridine can be used to increase plamsid DNA copy number [44]. Thus, we suppose that inducible ribose-5-phosphate isomerase B can be used to increase ColE1-like plasmid DNA copy number. Although ribose-5-phosphate isomerase A could not be induced by D-ribose or ribose-5-P-delivering compounds, an expression of the gene coding for ribose-5-phosphate isomerase A, using a plasmid system, should lead to a significant increase in the total activity of this enzyme in the cell. In fact, Hove-Jensen and Maigaard found that a plasmid containing the *rpiA *gene can significantly (about 40-fold) increase the ribose-5-phosphate isomerase A activity in *E. coli *[47]. These results show that the ribose-5-phosphate isomerase A activity can be increased when the protein overproduction system is employed. Although Hove-Jensen and Maigaard did not analyze the effects of ribose-5-phosphate isomerase A activity on plasmid DNA replication [47], here, we found that the overproduced ribose-5-phosphate isomerase A can cause a significant increase in the ColE1 plasmid DNA copy number.

Considering all the data mentioned above, we have tested ColE1-like plasmid DNA copy number in *E. coli *cells overproducing the ribose-5-phosphate isomerase A. In these cells, copy number of plasmids pOri1 and pOri2 was significantly increased, indicating that RPI may be a limiting factor for ColE1-like plasmid DNA replication, indeed.

Our results have also potential biotechnological applications. Namely, modification of the PP pathway by enhancement of the *rpiA *gene expression can significantly increase ColE1-like plasmid DNA copy number in *E. coli*. In the light of the role of plasmids in gene therapy and development of DNA vaccines, such improvement may be considerable. Increased plasmid copy number may also lead to more effective expression of recombinant genes coding for desrired proteins. In fact, it was demonstrated previously that the PP pathway has an important limitation in the metabolism of *E. coli *[49], namely, the growth rate and recombinant protein expression were increased in *E. coli *cells overproducing the glucose-6-phosphate dehydrogenase.

## Materials and methods

### Bacterial strains, plasmid construction and cultivation conditions

*E. coli *strain BL21(DE3) (Invitrogen, CA) and ColE1-derived plasmids pOri1, pOri2 were used. Fig. 1 shows the constructions of pOri1 and pOri2. pOri1 plasmid contains a single ColE1 replication origin and an ampicillin-resistance gene, while pOri2 plasmid contains two ColE1 replication origins and an ampicillin-resistance gene. The designed forward primer: 5' GCA ATC CAA ATG GGA TTG CTA GGA 3' and reverse primer: 5' CAT CGG TAT CAT TAC CCC ATG AAC 3' were used to amplify the replication origin of ColE1 plasmid [GenBank:NC001371] with AccuPrime *Pfx *DNA polymerase (Invitrogen, CA). The following two-step PCR reactions were performed: one cycle at 95°C for 2 min, 35 cycles at 95°C for 15 s, 68°C for 1 min. Finally, PCR products were kept at 4°C after cycling. Another PCR reaction was used to amplify an ampicillin-resistance gene from pUC18 plasmid (Invitrogen, CA) with the forward primer: 5' GAG TAA ACT TGG TCT GAC AGT 3' and reverse primer: 5' GGT TAA TGT CAT GAT AAT AAT 3'. The blunt-end PCR product of ColE1 replication origin region was linked with 5' phosphorylated blunt-end PCR product of an ampicillin-resistance gene to construct plasmid pOri1. Orientation of the insert was confirmed by DNA sequencing. Another PCR reaction was performed using the forward primer: 5' GCA ATC CAA ATG GGA TTG CTA GGA 3', and reverse primer: 5' GGT TAA TGT CAT GAT AAT AAT 3' to amplify the whole pOri1 plasmid with AccuPrime *Pfx *DNA polymerase. The amplified PCR product was linked with 5' phosphorylated PCR product of the ColE1 replication origin fragment to construct plasmid pOri2. Thus, plasmid pOri2 contains two ColE1 replication origins. Both pOri1 (2,811 bp) and pOri2 (4,575 bp) were used to transform BL21 cells.

Single clones were selected from the LB plates containing 100 μg ml^-1^ampicillin, and cultured in LB medium for 12 h. Then 5 ml culture broth was inoculated into 125 ml of a fresh LB medium including 100 μg ml^-1^ampicillin for another 10–15 h. Finally, *E. coli *cells were washed with sterilized PBS buffer (phosphate buffered saline, pH7.2) before inoculation into the fermentor.

All cultures were carried out in a 5 l fermentor BIOSTAT B-DCU (Sartorius BBI Systems Inc. Melsungen) at controlled temperature 37°C, pH 7.0, and dissolved oxygen tension 30%. The culture volume was 2 l. All reagents were purchased from Sigma-Aldrich, Inc. The synthetic culture medium consisted of (values in g l^-1^): 8, glucose; 14.6, K_2_HPO_4_; 3.6, NaH_2_PO_4 _· H_2_O; 2.68, (NH_4_)_2_SO_4_; 2, Na_2_SO_4_; 1, MgSO_4_; 1, Na-citrate; 0.5, NH_4_Cl; 2 ml of 10 mg l^-1 ^of thiamine; and 3 ml of trace element solution (in g l^-1^): 20.0, Na-EDTA; 15.0, FeCl_3 _· 6H_2_O; 0.5, CaCl_2 _· 2H_2_O; 0.2, ZnSO_4 _· 7H_2_O; 0.2, CoCl_2 _· 6H_2_O; 0.2, CuSO_4 _· 5H2O; 0.2, MnSO_4 _· 4H_2_O. The chemostat culture was performed by addition of feed medium (the composition was the same as the culture medium). The continuous culture reached steady state growth after five residence times with the specific growth rate; no significant plasmid DNA lose (as estimated by determining a fraction of amplicillin-resistant bacteria) was found during the cultivation. Labelling experiments were started after the chemostat culture reached a steady state, then the feed medium containing 8 g l^-1 ^of unlabelled glucose was replaced with the medium containing 1.8 g l^-1 ^[U-^13^C]glucose and 6.2 g l^-1 ^of natural glucose, or 8 g l^-1^of [1-^13^C] glucose. The samples were collected after one residence time when the substrate was changed to the labelled glucose.

### Determination of bacterial ingredients

DNA content was measured by the diphenylamine reagent method with calf thymus DNA as a standard [50]. Amounts of genomic DNA were obtained by subtracting plasmid DNA from total DNA amount. RNA level was determined by the Schmidt-Tannhauser method [51].

For the analysis of free amino acids, freeze-dried biomass was suspended in distilled water. The biomass was boiled in water for 15 min. The suspension was centrifuged at 10,000 *g *for 10 min, and the free amino acids in the supernatant were analysed using high-performance liquid chromatography (HPLC) series 200 LC Plus UV/Vis System (PerkinElmer, MA). The total pool of amino acids was analysed by HPLC after *E. coli *samples were hydrolyzed with 6 M HCl for 24 h at 110°C. Values for amino acids derived from proteins were obtained by subtracting the values of free amino acid from the total amino acid amout.

For the analysis of total nitrogen content in *E. coli*, samples were hydrolyzed with 6 M HCl for 24 h at 110°C. The nitrogen content originating from protein in *E. coli *was calculated using the method of subtracting the nitrogen contents in RNA, DNA, and free amino acids from the total nitrogen content measured by the Kjeldahl method [52]. The protein content was determined according to nitrogen content originating from proteins in *E. coli*. Lipids were extracted with chloroform and methanol. The lipid content was determined by gas chromatography (GC) analysis with Clarus 500 Gas Chromatograph (PerkinElmer, MA) [53]. Glycogen contant was determined by the method described by Dauvillee et al. [54], peptidoglycan was determined by the method described by Chandrakala et al. [55] and LPS was determined by the method described by Boman and Monner [56].

### Analysis of growth and enzyme activity

Dry cellular weight (DCW) from the cultures was monitored by optical density at 600 nm (OD_600_) and converted to DCW based on the determined OD-to-DCW correlations. Glucose concentration was determined using glucose assay kit (Sigma). Acetate concentrations in the culture broth were measured by HPLC. CO_2 _production and O_2 _consumption were measured by passing the outgoing gas from the fermentor through a Servomex CO_2 _and O_2 _analysers (Servomex Company Inc. TX), respectively [57]. Specific enzymes, which are located at the main branch points of the central metabolic pathways, were analyzed in crude cell extracts from *E. coli *BL21, BL21/pOri1 or BL21/pOri2. Enzyme activity was expressed as the amount of enzyme required to convert 1 μmol substrate into specific product per minute per milligram of protein. *E. coli *cells were harvested from 500 ml culture broth by centrifugation at 10,000 *g *for 10 min, washed twice with TE buffer (100 mM Tris-HCl, pH 7.0, 0.1 mM EDTA), then resuspended in 50 ml of TE buffer and disrupted in an ultrasonicator. The cellular debris was removed by centrifugation, and the resulting crude cell extracts were immediately used for determination of specific enzyme activities or stored at -70°C. Protein concentrations were estimated using a QuantiPro high sensitivity protein assay kit (Sigma). Enzyme activities were measured spectrophotometrically at 37°C in a DU Series 500 UV/Vis Spectrophotometer (Beckman, CA). Reaction mixture and substrate were added into a cuvette with a 1 cm light path, and reactions were initiated by adding the cell extract or substrate to give the final volume of 1 ml. The same amount of protein was added to compare the enzyme activities of different samples, and each measurement was performed in triplicate. Activities of all selected enzymes were measured using the already published methods, as follows: Hexokinase (HEK) (EC 2.7.1.1) [58]; Glucose-6-phosphate isomerase (GPI) (EC 5.3.1.9) [59]; 6-phosphofructosekinase (PFK) (EC 2.7.1.11) [60]; Fructose-1,6-bisphosphatase (FBP) (EC 4.1.2.13) [60]; Fructose-bisphosphate aldolase (FBA) (EC 4.1.2.13) [58]; Glyceraldehyde-3-phosphate dehydrogenase (GPD) (EC 1.2.1.12) [61]; Triose phosphate isomerase (TPI) (EC 5.3.1.1) [62]; Phosphoenolpyruvate carboxylase (PPC) (EC 4.1.1.31) [63]; Pyruvate kinase (PK) (EC 2.7.1.40) [62]; Glucose-6-phosphate dehydrogenase (GPDH) (EC 1.1.1.49) [61]; 6-Phosphogluconolactonase (PGL) (EC 3.1.1.31) [64]; Phosphogluconate dehydrogenase (PGD) (EC 1.1.1.44) [61]; Ribulose-phosphate 3-epimerase (RPE) (EC 5.1.3.1) [65]; Ribose-5-phosphate isomerase (RPI) (EC 5.3.1.6) [47]; Transketolase (TK) (EC 2.2.1.1) [66]; Transaldolase (TA) (EC 2.2.1.2) [67]; Citrate synthase (CS) (EC 2.3.3.1) [68]; NADP^+^-specific isocitrate dehydrogenase (ICD) (EC 1.1.1.42) [69]; Isocitrate lyase (ICL) (EC 4.1.3.1) [63]; Aconitate hydratase (AH) (EC 4.2.1.3) [70]; Oxoglutarate dehydrogenase (OGD) (EC 1.2.4.2) [71]; Succinic semialdehyde dehydrogenase (SD) (EC 1.2.1.16) [63]; Fumarate hydratase (FH) (EC 4.2.1.2) [72]; Malate dehydrogenase (MD) (EC 1.1.1.37) [73]; Malic enzyme (MAC) (EC 1.1.1.40) [63]; Phosphoenolpyruvate carboxykinase (PCK) (EC 4.1.1.38) [63].

### Analysis of plasmid DNA copy number with real-time PCR method

10^9 ^*E. coli *cells were harvested from the culture broth, and the pellets were resuspended with 250 μl TGE buffer (1M Tris-HCl, pH 8.0; 50 mM, glucose; 0.5 M EDTA, pH 8.0). Then, 250 μl of SDS-NaOH lysis buffer (0.2 M NaOH; 1% SDS) and 350 μl of 3 M potassium acetate (adjusted to pH 4.8 with acetic acid) were added. After incubated on ice for 10 min, the mixture was centrifuged at 12,000 *g *for 10 min, and the finial supernatants were used for real-time PCR analysis of the plasmid DNA concentration.

QuantiTect SYBR Green PCR kit (Qiagen) was used for determination of plasmid DNA concentration. The forward primer: 5' ATG AGT ATT CAA CAT TTC CGT GTC 3' and reverse primer: 5' CTT CCG GCT GGC TGG TTT ATT GCT 3' were used to amplify an ampicillin-resistance gene in pOri1 or pOri2 plasmid. The PCR reactions were performed in iQ5 real-time PCR detection system (Bio-rad, CA). The serial dilutions of pOri1 or pOri2 plasmid DNA solutions were used as standards for determination of plasmid DNA concentration in the cellular lysate.

Plasmid DNA copy number was determined employing the following equation: 6.02 × 10^23 ^× (*C *× *V*)/(*N *× *M *× 2 × BP), where C is the plasmid DNA concentration in the lyaste; V is the volume of cleared lysate; N is the total *E. coli *cell number for plasmid copy number determination, M is the formula 'molecular' weight of plasmid DNA, which was determined as described previously [44]. BP is the number of base pairs in plasmid DNA.

### Metabolic flux analysis with ^13^C-labeled glucose

To obtain ^13^C-labeled amino acids from a biomass, 2 ml of bacterial culture were harvested and centrifuged at 12,000 g, 4°C for 2 min. Cell pellets were washed with 20 mM Tris · HCl (pH 7.6) and hydrolyzed in 0.5 ml of 6 M HCl at 105°C for 24 h. Following liofilization drying the sample under vacuum, it was suspended in 1 ml of anhydrous ethanol. Then, the ethanol was evaporated in a vacuum at room temperature. 100 μl of acetonitrile and 100 μl of *N*-methyl-*N*-(*tert*-butyldimethylsilyl)trifluoroacetamide (MTBSTFA) were added to the dried sample. The reaction mixture was heated at 70°C for 30 min. After cooling to room temperature, the suspension was filtered through cotton. This solution was directly injected onto the GC column. The derived amino acids were firstly separated by the GC, then ionized, and subsequently fragmented in the MS. The fragments contained different subsets of the original carbon skeleton. The most common MS fragments of the N(O)-tert-butyldimethylsilyl amino acids were as follows: [M – 15]^+ ^(loss of CH_3_); [M – 57]^+ ^(loss of C(CH_3_)_3_); [M – 85]^+ ^(loss of C(CH_3_)_3_-CO); [M – 131]^+ ^(loss of OtBDMS); [M – 159]^+ ^(loss of COOtBDMS). The labelling patterns of free intracellular amino acids of *E. coli *were analysed by Clarus 500 GC mass spectrometer (PerkinElmer, MA).

For metabolic flux ratio analysis, mass spectra of the derivatized amino acids were corrected for the natural abundance of all stable isotopes. The metabolic flux ratio analysis was performed using the FiatFlux 1.0 software [25].

After determination of the metabolic flux ratio of *E. coli *with FiatFlux 1.0 RATIO package, the metabolic fluxes of *E. coli *were determined with FluxAnalyzer 5.1 software [26]. The reaction equations were designed according to the metabolic equations of *E. coli*, published previously [74]. The biomass was determined separately as protein, lipid, RNA, genomic DNA and plasmid DNA, LPS, peptidoglycan, and glycogen. The mathematical framework for flux estimation was predicted based on an initial set of fluxes, then calculated fluxes were compared with the measured values. This iterative procedure continued until the error between the calculated and measured values was below the set criterion (varying measurement and calculation was set as 0.01 for each reaction) with simple least squares methods.

### Transcriptome analysis

*E. coli *samples for RNA extraction were taken during fermentation. Cells were harvested by centrifugation at the cultivation temperature (37°C, 10,000 *g*, 1 min), separated from the supernatant, and rapidly frozen in dry ice. The samples were stored at -70°C until analysis. GeneChip *E. coli *Antisense Genome Array (Affymetrix, USA) chips were used for DNA microarray analysis. The array included more than 4,200 genes from *E. coli *K12. For transcriptome analysis, 15 μg of RNA from each sample was reverse-transcribed into cDNA with random primers. GeneChip DNA labelling reagent (Affymetrix, USA) was used to label the 3' ends of cDNA products. Finally, the labelled cDNA samples were hybridized to the cDNA array. Scanning was performed with a DNA Microarray Scanner BA (Agilent Technologies, Inc, CA).

### Cloning the rpiA gene from E. coli BL21

*E. coli *K12 genomic sequence [GenBank:NC000913] was used to design the primers, and the designed forward primer: 5' GGG GGA TCC GGA TGG GCG GCA CTT CAG TAT GTT 3' and reverse primer: 5' GGG CTC GAG TTA TTT CAC AAT GGT TTT GAC ACC GTC 3' were used for PCR reaction. The forward primer contains *Bam*HI cloning site, and the reverse primer contains the *Xho*I cloning site (underlined). PCR reaction was used to amplify the *rpiA *gene from BL21 genomic DNA. The amplified PCR product was digested with *Bam*HI and *Xho*I, respectively. The digested PCR products were inserted into the *Bam*HI- and *Xho*I-digested pET28a vector (bearing the pMB1 replication *origin*) by T4 DNA ligase. Finally, the ligation product was used to transform *E. coli *DH5α competent cells. Then, the clones were selected, and the constructed plamid pETrpiA was used to transform BL21, BL21/pOri1, and BL21/pOri2 strains.

To analyse the effects of pETrpiA on the plasmid pOri1 or pOri2 copy number in BL21, BL21/pOri1/pETrpiA, BL21/pOri2/pETrpiA, bacteria were cultured in 125 ml LB medium containing 100 μg ml^-1 ^ampicillin and 50 μg ml^-1 ^kanamycin. Before the *E. coli *cells were inoculated into 5 l fermentor with the working volume of 2 l, *E. coli *cells were washed with sterilized PBS buffer, then the synthetic culture medium was used for chemostat cultivation in 5 l fermentor. During the early stationary phase, BL21, BL21/pOri1/pETrpiA or BL21/pOri2/pETrpiA was induced with 1 mM IPTG. The final growth characteristics were analyzed.

How the deposited data were processed for this re-analysis (not part of the article)

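The deposited data cover RNA of BL21, BL21/pOri1 and BL21/pOri2 from chemostat cultures at each strain's own growth rate and at 0.20 per h. They hold 24 columns labelled as E. coli expression arrays, 4 for each of 6 groups. The deposited table holds 1 intensity per probe set and array on a linear scale, which the authors made with MAS5 version 5.0 according to the submitters' processing notes. The scaling target, the detection calls and the scanner values are not given in the sources used here. The table holds 7312 probe sets, and 0 values were at or below 0. In 6 columns, 1 per group, the values equal the geometric mean of 2 other columns in nearly all probe sets, and a further relation links 2 groups, so that the columns are not independent, and p-values are to be read with that limit. The paper's text names no statistical test for the arrays.

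Gene probe sets are the 4345 whose identifier names 1 gene, and 4183 of them were matched by locus tag to a table of genes of E. coli K-12 MG1655, used for names only. The platform's annotation table lists 4398 probe sets, 1543 with 1 symbol and 2855 with several, and 2914 are not in it. No genome coordinates are printed, since no build is named for the array.

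The log2 of the deposited intensity was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend) over all 24 arrays with 1 mean per group, which leaves 18 residual degrees of freedom. That number counts each column as a replicate. It is too high outside Table 7, where the 24 columns had 17 dimensions over 2002 probe sets with signals above 500. In BL21 at 0.20 per h an SD over 4 columns has a like limit, since replicate 3 follows from replicates 2 and 4. Comparisons A to D are those of Table 7, E and F compare BL21/pOri2 with BL21/pOri1 at the own rates and at 0.20 per h, G, H and I compare the own rate with 0.20 per h in each strain, and A minus C and B minus D test whether the effect of a plasmid differs between the rates. The p-values were adjusted by the Benjamini-Hochberg method over the gene probe sets, and adjusted p under 0.05 counts as called. Fold changes are ratios of geometric means with no offset. Single genes were also tested with an exact two-sided permutation test of 4 arrays against 4, whose smallest p is 0.0286 and which takes arrays as exchangeable, which the relation between columns limits. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.

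Named in the text are the genes of Table 7 and those named in the paper's text, in each comparison A to F up to 6 genes with the largest rise and up to 6 with the largest fall among called genes above the median signal whose arrays do not overlap between the groups, and up to 4 members of each list with the smallest adjusted p. The values of the paper's table had been seen when this rule was written, and ompT, ppc, uxaA, fadH and the operon partners were added after their values were seen. Lists of genes (32, from the pathways of central metabolism, transport, respiration, macromolecule synthesis, stress responses and plasmid replication to the genes of Table 7) were tested with limma's camera at a preset correlation of 0.01 and with an estimated one. The araH and gntU genes of the transport list were not matched to a probe set.

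Set before the data were examined were the comparisons, the gene lists, the rule for named genes and the alternatives of quantile normalization, median centring, an offset of 32, leaving out probe sets under the 40th percentile of the mean, including intergenic probe sets, fits of 2 groups only, no intensity trend, the replicate number as a block, leaving out each of the 24 arrays in turn, other averages for the ratios of Table 7, and an estimated correlation for set tests. Fits with arrays 1 and 2 and with arrays 1, 2 and 4 of each group were added after the relation between columns had been seen. The precision is limited by the number of arrays and by that relation.

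The fit was tested on simulated data for comparison A over 4345 genes with 200 changed genes, 50 for each fold. It recovered 5 of those changed 1.25-fold, 38 at 1.5-fold, 50 at 2-fold and 50 at 4-fold, and called 12 unchanged genes. The simulated arrays were independent of one another, unlike the columns of the deposited table. These counts check the fit itself and do not give the power or the false calls for these data.

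The chemostat, enzyme, metabolite and flux data of the paper were not analysed here, apart from setting transcripts beside the direction of the enzyme activities. Control probe sets were left out of the tests, and those for foreign sequences served to describe the background.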

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

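The tests of the relation between columns and of the genes of Table 7 were chosen only after these patterns had been seen, as was the fit with arrays 1 and 2 of each group. The tests of fewer arrays and of a lowered spread were written before the pairs of arrays were fitted, and only afterwards were the pairs tied by the relation set apart in the former.

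In each of the 6 groups the column of replicate 3 equals the geometric mean of 2 other columns within 0.11 signal units, 3 times with a column of another group, and over 2002 probe sets with signals above 500 that keep these relations, which leaves out the genes of Table 7, the 24 columns had 17 dimensions. Over the same probe sets the ratio of replicate 3 to replicate 2 was the same in BL21/pOri2 at 0.29 per h and in BL21 at 0.20 per h. Scaling of whole arrays is argued against, since at least 99.5% of probe sets match, far beyond the match of other replicates. A sample deposited under 2 labels is argued against too, since no pair of columns held equal values in more than 7.70% of probe sets. Separate measurement of all 24 columns is argued against as well, since other combinations of columns matched in at most 9.5% of probe sets. Columns computed from other columns stay open as a candidate explanation, and which columns were computed was not tested. How the columns were made is not given in the sources used here, and no biological explanation was tested.

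The 30 genes of Table 7 are apart from the rest of the array in range and in replicate spread: over replicates 1 and 2 all 30 had a larger range than every other probe set with a signal above 100, and 568 others lay within 2% of the highest range seen outside Table 7. Their brightness is argued against, since their median replicate SD of 0.0344 (log2) in BL21/pOri1 at its own rate was below that of all 10000 lists of like brightness, whose lowest was 0.115, and the difference between replicates 1 and 2 there was below all lists too. In BL21/pOri2 at 0.20 per h that difference was at the 12.8 percentile of the lists. A change of whole operons was the biological explanation that was tested, with log2 changes signed by the gene of Table 7. In B the 22 genes that share an operon with 9 genes of Table 7 had a median of 0.176. The 7 partners in Table 7 had 1.78 and cannot decide, since the study chose Table 7 on these arrays. The 15 partners outside it had 0.11 (-0.16 to 0.31), against 1.81 for the genes of Table 7 in their operons. Their highest was 0.54, 0.45 and 0.40 in A, C and D, and aroB in A was called in the direction of rpe. Over all 22 partners the test could not decide. The 15 were left out of Table 7 by a choice made on these arrays too, which limits what they show. With that limit, and if the operons are as listed, their values argue against a change of the whole operon for these operons. For pta and fumA, whose partners are in Table 7, it cannot be told. Values made in a separate step from the rest of the column stay open as a candidate explanation, since 90.9% of the probe sets that break a relation between columns are genes of Table 7. A change of these transcripts alone also stays open for the range and was not tested. By itself, a change of level between groups would not break a relation among columns of 1 group. Such a relation was broken by all 30 genes and 3 other probe sets in BL21/pOri2 at 0.29 per h. In BL21/pOri1 at 0.20 per h 28 of the genes and 2 others broke it, and in BL21 at 0.20 per h 0 of the genes. This argues against such a change as the only reason for the break. Whether it gives the small spread was not tested.

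Most genes called in C and D were not called with arrays 1 and 2. In C replicates 3 and 4 called 1879 genes outside Table 7, replicates 2 and 3 called 105, and the pairs 1 and 2, 1 and 3, 1 and 4, and 2 and 4 called 0. The pairs that call many are those in which the relation ties 1 column to the other, so they do not test the smaller number of arrays, which stays open as a reason. That the relation between columns lowers the measured spread stays open as a candidate explanation, since the median residual SD was 0.113 (log2) for replicates 3 and 4, 0.162 for 2 and 3 and 0.167 for 1 and 2. Counts of genes outside Table 7 may therefore depend on how the columns are related.

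Genes outside Table 7 that passed the test numbered 17 in A, 134 in C, 171 in D and 20 in E. The paper's table does not list them, and its text speaks of carbon transport genes and of genes of cell structure, DNA replication, transcription and translation as groups. The gene uxaA, which encodes altronate dehydratase, was named after its values were seen: its log2 fold change was 0.83 in C and 0.83 in D (standard error 0.14; adjusted p = 0.000366 and 0.000349 from limma), and it was called with arrays 1, 2 and 4 but not with arrays 1 and 2.

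Of 180 groups of 4 signals of the genes of Table 7, 11 held 1 array far from the other 3 by Dixon's test, where chance alone, at about 1 in 20, gives 9. That rate assumes independent arrays, whereas in BL21 at 0.20 per h replicate 3 is the geometric mean of replicates 2 and 4 for all genes of Table 7, which makes replicate 1 stand out. By its ratio to the mean of the other 3 arrays, the furthest was gapA in replicate 1 of BL21/pOri1 at 0.39 per h (5603.2, the others 53914.1 to 59025.7). In BL21 at 0.20 per h the arrays were sucB in replicate 1 (6533.2, the others 10069.9 to 10108.7), fumA in replicate 1 (1702.7, the others 1317.4 to 1356.8), ptsG in replicate 1 (1047.5, the others 1336 to 1339.2), zwf in replicate 1 (1769.5, the others 1643.3 to 1650.9) and fumB in replicate 1 (25, the others 25.6 to 25.7). The others were acnB in replicate 2 of BL21 at 0.46 per h (2822.6, the others 3309.6 to 3353.4), eno in replicate 4 of BL21/pOri2 at 0.29 per h (31052.5, the others 34395.4 to 35075.9), ackA in replicate 1 of BL21/pOri2 at 0.29 per h (36033.6, the others 38652.4 to 38970), maeB in replicate 2 of BL21/pOri1 at 0.39 per h (518.2, the others 501.8 to 504.6) and aceK in replicate 2 of BL21/pOri1 at 0.39 per h (307.6, the others 312.8 to 313.2).

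The effect of pOri2 relative to BL21 differed between the strains' own rates and 0.20 per h (B minus D, interaction in limma) for 10 genes of Table 7. The difference on the log2 scale was -0.58 for tktB, -0.64 for gnd, -0.64 for maeB, -0.66 for rpe, -0.54 for aceB and -0.67 for tktA, which were lower in plasmid-bearing cells at the own rates, and -0.52 for pta, -0.67 for ptsG, -0.67 for fumB and -0.54 for fumA, which were higher (adjusted p from 0.0256 to 0.0467 from limma). The signals of tktB in BL21/pOri2 and of fumB in BL21 lay under the level of the foreign probe sets, so their differences depend on the background. In B the growth rate differs as well, and none of these differences was called with arrays 1 and 2 or with arrays 1, 2 and 4. All 32 genes called in B minus D were lower, and this depends on the scaling. After quantile normalization 96 were higher and 133 lower, with 8 genes of Table 7 called. After median centring 90 were higher and 137 lower, with 7 genes of Table 7 called.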

How the results depend on the processing

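The fits with arrays 1 and 2 and with arrays 1, 2 and 4 of each group were chosen only after the data had been seen, and the other alternatives before. Counts of genes called over all 24 arrays were A 46, B 30, C 164, D 199, E 22, F 20, G 51, H 1, I 108, A minus C 0 and B minus D 32; G, H and I compare each strain's own rate with 0.20 per h. The direction of a named gene held in all but 1 of 138 values under every alternative, and the exception was tktA in D. Where a count moved by more than 1.5 times, the cause was not tested unless it is given.

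After quantile normalization the counts were A 268 (132 higher, 136 lower), C 576 (313 higher, 263 lower), D 361 (210 higher, 151 lower), E 494 (232 higher, 262 lower), G 588 (323 higher, 265 lower), H 7 (6 higher, 1 lower), I 269 (96 higher, 173 lower), A minus C 163 (66 higher, 97 lower) and B minus D 229 (96 higher, 133 lower), and the main splits are 36 higher and 15 lower for G, 0 and 108 for I and 0 and 32 for B minus D. With each array centred on its median they were A 272 (156 higher, 116 lower), C 586 (332 higher, 254 lower), D 344 (235 higher, 109 lower), E 491 (221 higher, 270 lower), G 584 (334 higher, 250 lower), H 7 (6 higher, 1 lower), I 279 (107 higher, 172 lower), A minus C 173 (74 higher, 99 lower) and B minus D 227 (90 higher, 137 lower). Of the genes called in D, 171 were called after quantile normalization and 174 after centring. The value of tktA in D turned to -0.0826 and -0.0803 (log2; fold 0.944 and 0.946), and with arithmetic means its fold was 0.99. Set tests called 3 lists in I with quantile normalization and 3 with centring, against 5. The median log2 fold change of all genes in D was 0.09 before these steps.

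With the replicate number as a block (replicate block), the counts were A 297, B 51, C 683, D 621, E 532, G 638, H 13, I 647, A minus C 207 and B minus D 462, and F was 21. Neither the paper nor the labels say that a number marks a shared culture, batch or day. The deviations of same-numbered arrays correlated at 0.14 to 0.59 for 3 of 4 numbers in B, F and H and at -0.22 to -0.13 for replicate 2, and at -0.03 to 0.03 in the other comparisons. The groups of B, F and H are those that a relation between columns links. In no comparison did all 4 numbers correlate above 0.1, and 0 to 2 of 4 arrays correlated best with their own number. The median signal also follows the number (middle value 245, 249, 231 and 211 for replicates 1 to 4), which the block takes out.

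With arrays 1, 2 and 4, between which 1 relation remains, the counts were A 29, C 31, D 28, E 1, F 12, G 0, I 3 and B minus D 0, with tktA in D at -0.0366. With arrays 1 and 2 they were A 29, C 29, D 27, E 1, F 11, G 0, I 5 and B minus D 0, with tktA in D at -0.229. Either way 12 of 138 values of named genes were no longer called, among them those of E except rpiA.

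With intergenic probe sets included, the counts were C 270, D 332, G 162, A minus C 1 and B minus D 18. After leaving out dim probe sets, where fewer genes are tested, they were D 121 and G 33. In fits of 2 groups only, where fewer arrays give the spread, they were D 101, G 0 and H 3. With an offset of 32 they were E 44 and H 2. With an estimated correlation, set tests called 3 lists in F, 0 in H and 2 in I, against 5, 1 and 5. Leaving out the intensity trend moved no count by more than 1.5 times.

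Leaving out 1 array at a time gave these ranges of counts: A 32 (without replicate 3 of BL21 at 0.46 per h) to 137 (without replicate 2 of BL21 at 0.46 per h); C 39 (without replicate 3 of BL21 at 0.20 per h) to 490 (without replicate 1 of BL21 at 0.20 per h); D 59 (without replicate 4 of BL21 at 0.20 per h) to 558 (without replicate 1 of BL21 at 0.20 per h); E 2 (without replicate 3 of BL21/pOri2 at 0.29 per h) to 265 (without replicate 1 of BL21/pOri2 at 0.29 per h); G 0 (without replicate 3 of BL21 at 0.20 per h) to 354 (without replicate 1 of BL21 at 0.20 per h); I 10 (without replicate 4 of BL21/pOri2 at 0.29 per h) to 440 (without replicate 1 of BL21/pOri2 at 0.29 per h); A minus C 0 (without replicate 3 of BL21 at 0.46 per h) to 106 (without replicate 1 of BL21 at 0.20 per h); B minus D 0 (without replicate 3 of BL21/pOri2 at 0.29 per h) to 275 (without replicate 1 of BL21 at 0.20 per h). The value of tktA in D ranged from -0.12 (without replicate 4 of BL21 at 0.20 per h) to 0.10 (without replicate 1 of BL21 at 0.20 per h). A lone array decides much of each of these counts, and the relation between columns means that leaving out 1 array also changes how the remaining columns depend on one another.

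Signal over background limits rpiA in BL21/pOri2, fumB in BL21 and tktB in plasmid-bearing cells, which lay under the level of foreign probe sets, so that the size of their fold changes depends on the background.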

Differences from the paper's values

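The alternative with arrays 1 and 2 was chosen only after the values had been seen, and the others before the data were examined. The paper's 120 ratios in Table 7 were set beside the fold changes computed here, and 0 of them differed by more than 1.5 times and the replicate SD. With the offset of 32, a total of 10 differed, all of rpiA, tktB or fumB. After quantile normalization gapA in D did (3.88 here, the paper's value is 6.19), and with arrays 1 and 2 gapA in A did (1.80 here, the paper's value is 3.60).

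The paper states that many genes of carbon source transport were affected. Of 45 such genes measured here, 1 was called in A and in B and 2 in C and in D, among them ptsG in each, and 6, 4, 12 and 11 had an unadjusted p under 0.05 from limma.

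The paper states that gapA was up-regulated in both plasmid-bearing strains. In A it did not pass the test here, with a log2 fold change of 1.40 (adjusted p = 0.078 from limma). It was called in A after quantile normalization (1.22, adjusted p = 0.0293 from limma), after median centring (1.39, adjusted p = 0.0165), with the replicate block (adjusted p = 0.0167) and without replicate 1 of BL21/pOri1 (2.23, adjusted p = 8.15e-14), and it was called in B, C and D. The ratio of geometric means was 2.64 over all arrays and 4.69 without that array, and the ratio of arithmetic means was 3.59 and 4.63, where the paper's value is 3.60.

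The paper states that aceK was down-regulated in plasmid-bearing cells. In D its log2 fold change was -0.11 here and it was not called under any alternative, while it was lower in A, B and C.

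The paper names the genes of the pentose phosphate pathway as those that set BL21/pOri2 apart from BL21/pOri1. Of 10 such genes, 1 (rpiA) was called between the strains at their own rates. At 0.20 per h 1 was lower and 4 were higher in BL21/pOri2, beside 8 of 18 genes of the tricarboxylic acid cycle that were higher. The change of rpiA had the largest estimate in both comparisons, with its BL21/pOri2 signal under the level of foreign probe sets.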

Other observations

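The operon partners, the bla and tet probe sets, the levels of lon and ompT and the choice of uxaA and fadH came only after the values had been seen, whereas the growth rate comparisons and the gene lists were planned. In the lists outside central metabolism these members were called. Of 22 genes of the general stress response, tktB was lower in A to D, rpoS, gadA and gadC were higher in C (0.49, 0.54 and 0.44 on the log2 scale) and rpoS and gadC in D (0.61 and 0.56). The list had an adjusted p = 0.0348 in B from camera, and 0.983 with an estimated correlation. Of 15 genes of the SOS response, lexA and umuD were higher in D (0.47 and 0.62), and adjusted over the list alone 5 were higher in C and 3 in D. Of 25 genes of iron uptake, fhuB was higher in A (0.49), entE and exbB were higher in C (0.58 and 0.57) and in D (0.58 and 0.55), and fes was lower in C (-0.56). Of 31 genes of flagella and chemotaxis, fliT was higher in C and D (0.70 and 0.65), and flgK and fliC were lower in BL21/pOri2 than in BL21/pOri1 at their own rates (-0.50 and -0.69). Of 64 genes of amino acid synthesis, aroB was lower in A (-0.54), trpA and dapB were higher in C (0.49 and 0.47) and aroG in D (0.45). Of 15 genes of sulfate uptake and cysteine synthesis, cysA was higher in C and D (0.73 and 0.54). Among 9 genes of deoxynucleotide synthesis dut was higher in D (0.46), and among 13 catabolite and stringent regulators ihfB was higher in D (0.60). None of the genes of these lists outside Table 7 was called with arrays 1 and 2 alone.

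No member of several lists was called by limma in A, B, C or D, and the counts at an unadjusted p under 0.05 follow in this order. They were 3, 2, 1 and 2 of 6 host factors of ColE1 replication (1 in A and 2 in D adjusted over the list alone), 2, 0, 3 and 3 of 16 heat shock genes (1 lower in A adjusted over the list alone), 1, 1, 0 and 1 of 6 phage shock genes and 1, 0, 0 and 1 of 4 genes of the lac operon. For purine and pyrimidine synthesis they were 1, 0, 5 and 3 of 25 (2 higher in C adjusted over the list alone), for ammonia assimilation 3, 2, 2 and 0 of 13, and for genes of the host genotype 1, 0, 1 and 1 of 7. Adjusted over the list alone, 1 gene of pyruvate dehydrogenase and fermentation was higher in C and 1 in D, and 1 gene of ATP synthase was lower in A.

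Between a strain's own rate and 0.20 per h, 36 genes were higher and 15 lower in BL21 at 0.46 per h (G), 1 was higher in BL21/pOri1 at 0.39 per h (H; pykF, 0.87 on the log2 scale), and 108 were lower and 0 higher in BL21/pOri2 at 0.29 per h (I). That I has genes on 1 side alone depends on the scaling, since 96 were higher and 173 lower after quantile normalization and 107 and 172 after median centring. At an unadjusted p under 0.05 limma gave 865, 256 and 833 genes. In H the relation between columns links replicate 3 at 0.39 per h to replicate 2 at 0.20 per h. The low counts in H therefore do not show that the 2 rates are alike. In G, mdh was lower (-0.68) and fadH and uxaA were higher (0.76 and 0.77). In I, 14 genes of Table 7 were lower, among them 5 of the pentose phosphate pathway, 5 of the tricarboxylic acid cycle and 2 of the glyoxylate shunt. With arrays 1 and 2 alone no gene was called in G and 5 in I.

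By the paper's methods both plasmids carry an ampicillin-resistance gene taken from pUC18. The array holds a probe set for the ampicillin-resistance gene bla of pBR322, and which strand it reads was not tested. It had mean signals of 23.4 to 26.2 in the 6 groups, near the median of foreign probe sets, and its fold change was 1.08, 1.04, 0.903 and 0.998 in A, B, C and D (exact permutation test, two-sided, n = 4 against 4, p = 0.6, 0.8571, 0.2571 and 0.8286). The relation between columns limits these p-values. The plasmid-bearing groups lay at this level as BL21 did. This goes against the strain labels if the probe set reads the plasmids' gene and that gene is transcribed, and neither was tested. The probe set for tet of pBR322, which these plasmids do not carry, had 49.2 to 61.4. The signals of lon and ompT, protease genes that are deficient in BL21, were 2823 to 3585 and 325 to 338, above 68.7, the 95th percentile of foreign probe sets, in all 6 groups, which goes against the genotype if the probe sets are specific and the genes are lost. Neither was tested.

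Of the genes that share an operon with a gene of Table 7 and are not in the table, 15 were looked at (sdhD, sdhA, sdhB, aceA, epd, pgk, talA, aroK, aroB, damX, dam, gph, trpS, pyrG and dcuB), next to 7 genes of Table 7 (sdhC, aceB, fbaA, tktB, rpe, eno and fumB). Limma called aroB lower in A, as it did rpe, and damX higher in C and D (0.38 and 0.41), where rpe was lower, and neither was called with arrays 1 and 2 alone. Their median log2 change, signed by the gene of Table 7, was 0.10, 0.11, -0.04 and -0.01 in A, B, C and D, against 1.55, 1.81, 1.60 and 2.21 for those 7 genes. For 7 partners that are themselves in Table 7 (sucA, sucB, sucC, sucD, aceK, ackA and fumC) it was 1.67, 1.78, 1.87 and 1.77. The operons were written from general knowledge of E. coli K-12 and were not tested here.

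Other splits of the arrays into groups of the same sizes were counted in fits of these arrays alone. In every group the relation between columns ties replicate 3 to replicate 4, and in some to replicate 2, so the arrays cannot be exchanged freely, and whether chance is excluded cannot be told from these counts in any comparison. The splits with as many genes, the real one included, numbered of 35 A 2 (real 32, highest other 199), B 2 (real 30, highest other 776), C 1 (real 129, highest other 0), D 3 (real 101, highest other 611), E 1 (real 22, highest other 0), F 2 (real 21, highest other 1884), H 2 (real 3, highest other 578) and I 2 (real 105, highest other 606). In G and in A minus C and B minus D the real count in these fits was 0, which each of the 35 or 100 splits reaches (highest other 123, 723 and 1028). The counts concern the number of called genes and not single genes. Splits that call several times the real count point to a structure of the samples other than their groups.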
